# Integrative genome-wide analysis reveals the role of WIP proteins in inhibition of growth and development

**DOI:** 10.1038/s42003-020-0969-2

**Published:** 2020-05-15

**Authors:** Maria Victoria Gomez Roldan, Farhaj Izhaq, Marion Verdenaud, John Eleblu, Aimen Haraghi, Vivien Sommard, Pierre Chambrier, David Latrasse, Teddy Jégu, Moussa Benhamed, Judit Szécsi, Mohammed Bendahmane, Adnane Boualem, Abdelhafid Bendahmane

**Keywords:** Plant sciences, Flowering

## Abstract

In cucurbits, *CmWIP1* is a master gene controlling sex determination. To bring new insight in the function of *CmWIP1*, we investigated two *Arabidopsis* WIP transcription factors, AtWIP1/TT1 and AtWIP2/NTT. Using an inducible system we showed that WIPs are powerful inhibitor of growth and inducer of cell death. Using ChIP-seq and RNA-seq we revealed that most of the up-regulated genes bound by WIPs display a W-box motif, associated with stress signaling. In contrast, the down-regulated genes contain a GAGA motif, a known target of polycomb repressive complex. To validate the role of WIP proteins in inhibition of growth, we expressed AtWIP1/TT1 in carpel primordia and obtained male flowers, mimicking CmWIP1 function in melon. Using other promoters, we further demonstrated that WIPs can trigger growth arrest of both vegetative and reproductive organs. Our data supports an evolutionary conserved role of WIPs in recruiting gene networks controlling growth and adaptation to stress.

## Abstract (web summary)

Maria V Gomez Roldan, Farhaj Izhaq et al. study the role of WIP transcription factors in *Arabidopsis thaliana*. Using an inducible system, they generate ChIP-seq and RNA-seq data that reveal how WIP proteins repress development and growth. Through ectopic expression of WIP in Arabidopsis carpels, they obtain male flower, mimicking sex determination in melon.

## Introduction

Flowers are the reproductive organs of angiosperms, which lead to the production of fruits and seeds. Most angiosperms bear hermaphrodite flowers, developing both male and female organs in the same flower. For the rest of the flowering plants, the selective abortion of the female or male organ primordia of initially hermaphroditic flower meristems results in unisexual flowers^1^.

The production of unisexual flowers and plants is instrumental in plant breeding, as they ease the production of F1 hybrid seeds. In *Cucurbitaceae*, sex determination is wide spread^2^. Out of 800 inspected species, 460 are monoecious and 340 are dioecious^3^, which makes this plant family a practical model to investigate the molecular mechanisms controlling sex determination. In melon, three sex genes, *androecious (A)*, *andromonoecious* (*M)*, and *gynoecious* (*G)*, have been identified to play important roles in the development of unisexual flowers and plants. The *A* and *M* genes encode for the limiting enzymes in the ethylene biosynthesis pathway, *CmACS11* and *CmACS7,* respectively^4,5^. The *G* gene encodes a zinc finger transcription factor, *CmWIP1*^6^. Expression of *CmACS7* in carpel primordia inhibits, through an unknown non-cell-autonomous mechanism, the development of stamen primordia and leads to unisexual female flowers. *CmWIP1* is a central integrator of the transcriptional networks leading both to inhibition of carpel development and the control of the expression of the stamina inhibitor, *CmACS7*. Still the identities of the transcription networks recruited by CmWIP1 to cause organ-specific abortion are mostly unknown.

CmWIP1 belongs to subclass A1d of zinc finger transcription factors, characterized by a highly conserved C-terminal domain and two conserved motifs in the N-terminal^7,8^. In the C-terminal, there are three conserved amino acids, tryptophan (W), isoleucine (I), and proline (P) on which the protein family is named WIP, followed by four C2H2 zinc finger (ZF) motifs. WIP proteins are land plants specific transcription factor, present in one copy in the liverwort *Marchantia*^9^, two copies in the moss *Physcomitrella*, three copies in the genome of the lycophyte *Selaginella moellendorffii* and six copies in most diploids (such as *Arabidopsis*, tomato, and melon) and higher copies in polyploids angiosperm. So far, little is known about the molecular function for WIP proteins and no transcriptomics analysis have been done that allows identification of the main gene targets of this family of transcription factors.

As melon is not a practical model system to investigate the molecular mechanisms underlining the function of a given transcription factor, we used *Arabidopsis thaliana* to bring new insight to transcription networks recruited by orthologues of *CmWIP1* in *Arabidopsis*. In *Arabidopsis*, there are six WIP transcription factor (C2H2 family, subclass A1d) family members^10^. *TT1/AtWIP1* (*TRANSPARENT TESTA 1*) is expressed in the seed coat endothelium, where most pro-anthocyanins (PAs) are accumulated. Loss-of-function *tt1* mutant shows yellow seeds due to a reduced PAs accumulation^8^. *NTT/AtWIP2* (*NO TRANSMITTING TRACT*) is expressed in the transmitting-tract during silique development, and *ntt* loss-of-function mutants display a half-filled fertilized silique phenotype, due to the malformation of transmitting tract in the carpel^11^. A recent study has demonstrated that *NTT*, *AtWIP4*, and *AtWIP5* are redundantly expressed in the hypophysis and are required for the distal stem cell fate within the root meristem^12^. Interestingly, the function of AtWIPs in *Arabidopsis* is partially conserved/overlapping as the expression of the coding sequence of any *AtWIP* gene under the *TT1* promoter is able to restore the *tt1* yellow seed phenotype^10^. These results suggested that all WIPs in *Arabidopsis* have highly conserved domains and may only differ in their spatial and temporal expression patterns. However, it is not clear whether *WIP* genes are functionally conserved across different plant species.

Ectopic expression of *TT1* and *NTT* under the control of the *35S CaMV* promoter showed severe phenotypic aberrations with rosette leaves deeply serrated^8,13^. Here, we show that *35S:CmWIP1* transgenic *Arabidopsis* plants have identical phenotypes, indicating a conserved growth repression role for WIP proteins. To bring new insight into how WIP proteins accomplish growth inhibition, we expressed *TT1* and *NTT* genes using a dexamethasone inducible (Dex) system and performed Chromatin ImmunoPrecipitation with sequencing (ChIP-seq) and RNA sequencing (RNA-seq) analysis. This combined analysis allowed us to identify genes that are collectively regulated by two representative WIP proteins in *Arabidopsis*. Overexpression of WIP genes activated several genes involved in programed cell death and in hormone signaling related to stress responses, such as ethylene and jasmonic acid (JA), and repressed many genes involved in organ and plant development.

To test whether the WIP-mediated inhibition of growth observed in transient expression in *Arabidopsis* could mimics CmWIP1 inhibition of carpels in melon, we expressed *TT1* under the control of a carpel specific promoter. As did CmWIP1 in melon, expression of *TT1* in carpel produced male flowers. To test whether the inhibition of growth and development is a general mechanism of WIP proteins we ectopically expressed *TT1* in two more flower organs, stamina and petals primordia, and in two vegetative tissues, trichrome and lateral roots. Our results showed that WIPs are able to inhibit both vegetative and reproductive organ growth. Our data also shows that several molecular pathways controlled by WIP proteins are conserved between plant species and their role is probably determined by their spatio-temporal expression during development. Our data also point toward the use of WIP proteins as a biotechnology tool to engineer male or female plants in other species.

## Results

### Functional annotation of *WIP* genes in *Arabidopsis* and Melon

To better understand the molecular conservation of WIP proteins, we first examined the protein sequences and the expression profiles of WIPs in *Arabidopsis* (Supplementary Figs. 1a and 2). A phylogenetic tree analysis revealed that TT1/AtWIP1 clustered together with AtWIP3, AtWIP6, whereas NTT/AtWIP2 clustered together with AtWIP4 and AtWIP5 (Fig. 1a). To investigate the conservation of WIP genes between *Arabidopsis* and melon, we searched, by BLAST protein, the recently sequenced *Cucumis melo* L. genome^14^, for sequences orthologues to AtWIPs. This resulted in the identification of six *CmWIP* genes which were further analyzed according to their gene structures. As in *Arabidopsis*, melon WIP genes are composed of two exons, a N-terminal region with two conserved motifs of unknown function (n1 and n2), and a highly conserved C-terminal region on which four zinc fingers (ZFs) and nuclear localization signals (NLSs) are located (Supplementary Fig. 1b). Alignment analysis showed that two WIP proteins from melon (MELO3C004740 and MELO3C003009) were clustered with TT1, whereas CmWIP1 and three others related proteins (MELO3C009657, MELO3C023544, and MELO3C009030) were part of the NTT clade (Fig. 1a).

**Fig. 1:**
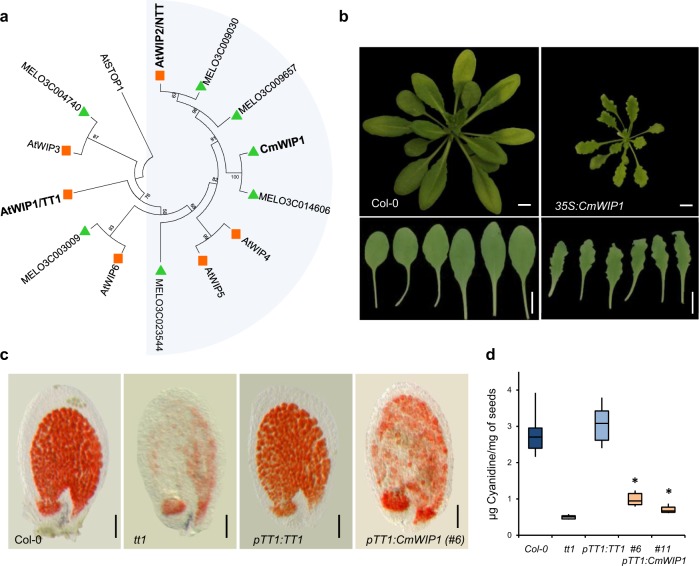
WIP transcription factors in *Arabidopsis* and Melon. **a** Phylogenetic tree with the six WIP genes from *Arabidopsis* and melon. The closest homologue of CmWIP1 in *Arabidopsis* is NTT, involved in transmitting tract development in *Arabidopsis.* NTT together with WIP4 and WIP5 are required for initiation of the root meristem. **b** Rosettes and leaves of WT Col-0 and *35S:CmWIP1* transgenic lines, *35S:CmWIP1* shown serrated leaves, as previously described in *35S:TT1* and *35S:NTT*^8,13^. Scale bar = 0.5 cm. **c** Vanillin staining of *Col-0*, *tt1* mutant, and transgenic immature seeds using *TT1* and *CmWIP1* under the control of *TT1* promoter (*pTT1*) to complement yellow seeds phenotype of *tt1* mutants. Scale bar = 20 µm. **d** Quantification of pro-anthocyanidins (PA) in *Col-0*, *tt1* mutant, and transgenic mature seeds. Bars indicate standard errors of two biological repeats and three technical repeats. Asterisks show significant differences compared to *tt1* mutant (Student *t*-test, *p* < 0.05, *n* = 6 biologically independent samples, each corresponding to a pool of 10 mg mature seeds).

To test whether WIP proteins are functionally conserved between melon and *Arabidopsis*, we first overexpressed *CmWIP1*, under the control of cauliflower mosaic virus 35S promoter (*35S)*, in *Arabidopsis*. The obtained transgenic plants (*35S:CmWIP1*) strongly expressed *CmWIP1* and phenocopied plants overexpressing *TT1* (*35S:TT1*) and *NTT* (*35S:NTT*) (Supplementary Fig. 3a–c)^8,13^. *35S:CmWIP1* transgenic plants also displayed smaller rosettes, serrated leaves, dwarf plants, defective floral organs, and reduced plant fertility (Fig. 1b). Root elongation, internode, and silique sizes were also all reduced compared to WT *Col-0* plants (Supplementary Fig. 3d–g). This similarity in the observed phenotypes suggests that common molecular processes are initiated by *CmWIP1* in *Arabidopsis* compared to its orthologues *TT1* and *NTT*.

It has been previously demonstrated that all *AtWIP* genes are able to restore pro-anthocyanins (PA) accumulation in the seed coat of *tt1* mutant by using a promoter swap approach^10^. To test whether *CmWIP1* is able to fulfill the function of AtWIPs in seed coat development, we expressed the coding sequence of *CmWIP1* under the *TT1* promoter (2 Kb) in the *tt1* mutant (Supplementary Fig. 4a). As a control, we expressed coding sequence of *TT1* under its own promoter (2 kb) in *tt1* mutant. Two independent transgenic lines that showed a high *CmWIP1* expression, were further characterized (Supplementary Fig. 4b). We analyzed the accumulation of PA in seed coat by vanillin staining in immature seeds (Fig. 1c) and cyanidin quantification from the mature seeds (Fig. 1d) for each transgenic line. Similar to the WT control, PA accumulation was fully complemented by *pTT1:TT1* construct in *tt1* mutant. Seeds from *tt1* lines complemented by the *pTT1:CmWIP1* construct showed a significant increase of PA accumulation when compared to *tt1* mutant; however WT levels were not attended. Similar complementation levels of the *tt1* lines were obtained by Appelhagen et al.^10^ when using *pTT1:NTT*. Taken together, our results demonstrate that WIP proteins share both conserved protein structure and function, between melon and *Arabidopsis*. Thus, characterization of WIP proteins in *Arabidopsis* will likely bring new insight in the function of WIP proteins in melon.

### Overexpression of At*WIPs* trigger senescence and cell death

The cell-type-specific and transient expression pattern of *WIP* genes in Arabidopsis (*TT1* in endosperm cells of the seed and *NTT* in transmitting tract and quiescent center cells of root tips) may be a technical limitation to explore their molecular function. Furthermore, expression of WIP genes under the control of the 35S promoter led to recovery of lines with strong growth inhibitions that correlate with expression of the transgene. Inducible gene expression systems permit synchronizing target gene expression at particular developmental stages and in particular tissues. Hence, we generated transgenic lines that express *TT1* and *NTT* under the control of dexamethasone-inducible (Dex) system (Supplementary Fig. 5a, b)^15^. To test the transient expression of *TT1* and *NTT* on germination, seeds of *Dex:NTT* and *Dex:TT1* lines were sown on MS medium containing 1 µM of Dex, and compared to the control *Dex:GR* lines (only *35S:LhGR* vector). At this concentration germinated seedlings, of both *Dex:NTT* and *Dex:TT1* lines, stop growing once radicle and cotyledons emerged whereas the control *Dex:GR* line germinate and grow normally (Fig. 2a). However, in contrast to *Dex:NTT* lines, *Dex:TT1* lines displayed a more severe growth inhibition. This difference in the severity of growth inhibition, observed in all generated independent transgenic lines following Dex-treatment, could be explained by 3-fold more accumulation of *TT1* mRNA compared to *NTT* (Fig. 2b).

**Fig. 2:**
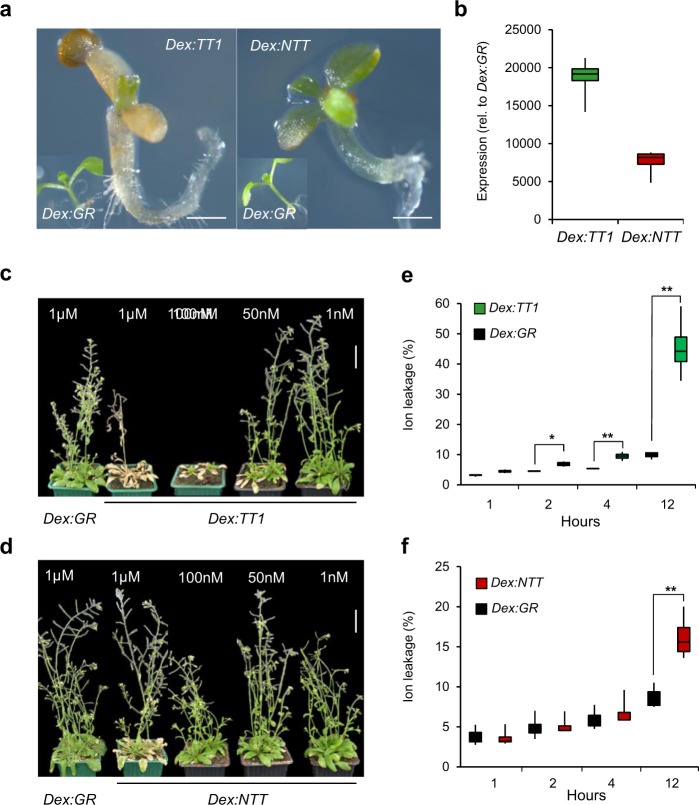
Overexpression of *TT1* and *NTT* induces growth arrest and leaf senescence. **a** Phenotype of control (*Dex:GR*), *Dex:TT1*, and *Dex:NTT* transgenic lines grown on MS medium containing 1 µM of dexamethasone (Dex), scale = 0.5 mm. **b** Expression of *TT1* and *NTT* in *Dex:TT1* and *Dex:NTT* transgenic lines, respectively, relative to expression in *Dex:GR* after Dex induction (1 µM) during 8 h. Phenotype of 5-week-old *Dex:TT1* (**c**) and *Dex:NTT* (**d**) plants 4 days after spray with different concentrations of dexamethasone (1 nM to 1 µM) and compared to *Dex:GR* control plants (scale = 3.5 cm). Ion leakage measured on *Dex:TT1* (**e**) and *Dex:NTT* (**f**) at different time points on leaf disks of plants sprayed with 1 µM of Dex (compared to corresponding *Dex:GR*). Asterisks show significant differences between overexpressing lines and controls (Student *t*-test, *p < 0.05, **p < 0.005, *n* = 4, independent treated plants, from each plant three leave disks were pooled for each time point).

To investigate the effect of *TT1* and *NTT* expression on growth at later developmental stages, 5-week-old plants were sprayed with different concentrations of Dex, from 1 nM to 1 µM. Plant phenotypes were evaluated 4 days after treatment. Cell death and leaves senescence were observed in *Dex:TT1* lines even at very low concentration of Dex (50 nM) (Fig. 2c). In contrast, *Dex:NTT* plants showed leaves senescence only at 1 µM Dex treatment (Fig. 2d). No phenotypic changes were observed on the controls plants (*Dex:GR*) sprayed with 1 µM of Dex, neither on *Dex:TT1* and *Dex:NTT* plants treated with low concentration of Dex (1 nM).

Cell death and senescence is characterized by cell membrane damage and electrolyte leakage^16^. To further test the effect of WIPs on cell death and senescence, leaves disks of *Dex:TT1*, *Dex:NTT*, and *Dex:GR* were collected after spray with 1 µM of Dex, and the changes of ion leakage were monitored at different intervals. The electrolyte leakage (K^+^ efflux from plant cells) was measured in the suspension solution (water) at 1, 2, 4 and 24 h after Dex treatment. The obtained results indicate that overexpression of both *TT1* and *NTT* significantly increased ion leakage. However, the ion leakage in the *Dex:TT1* plants is much higher compared to *Dex:NTT* (Fig. 2e, f) and confirm the more severe leaf senescence phenotype observed in *Dex:TT1* plants. Taken together, these results suggest that TT1 and NTT are powerful transcription factors controlling plant growth and cell death.

### Genome-wide identification of WIP binding sites

To identify binding motifs and potential target genes of WIP transcription factors, we generated *Dex:TT1-GFP* or *Dex:NTT-GFP* transgenic plants and performed ChIP-seq analysis. Following Dex treatment, *Dex:TT1-GFP* and *Dex:NTT-GFP* transgenic lines accumulate *TT1* and *NTT* mRNA transcript as well as a strong GFP fluorescence signal (Supplementary Fig. 5c–e). Moreover, induced *Dex:TT1-GFP* and *Dex:NTT-GFP* lines show similar growth arrest phenotypes than lines without the GFP-tag (Fig. 2a) confirming that the GFP tag do not impair the TT1 or NTT function. Immunoprecipitation was done using an anti-GFP antibody on 7 days old seedlings treated with 1 µM Dex during 8 h. High-depth sequencing of the Illumina ChIP-seq libraries were generated and mapped (Supplementary Figs. 6a and 7). 

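The experiment comprised 6 libraries, a ChIP library and an input library of *Dex:TT1-GFP*, and 2 ChIP libraries with 2 input libraries of *Dex:NTT-GFP*, called here NTT replicate 1 and NTT replicate 2. Each came from a pool of about 100 seedlings fixed with 1% formaldehyde, with chromatin sheared to about 300 bp, 10 ng of DNA per library and single-end reads of 50 bp. The authors aligned the reads to the TAIR10 genome and called peaks with MACS2 in each ChIP library. The deposited data are 3 peak lists, which give for each peak its position, its summit, a fold enrichment, a score and −log10 values of p and q. Every fold enrichment and −log10 q printed here is the authors' own value. Peaks with a −log10 q of at least 9 were used. The lowest deposited values were 9.41 for TT1, 9.14 for NTT replicate 1 and 9.01 for NTT replicate 2, so that every deposited peak was kept. A gene was called a target when its transcription start site was the nearest to the center of a peak, with the center from −1500 to +1000 bp of that site, over 51778 start sites of 37899 nuclear genes. The first 1997 of the 5914 genes of Supplementary Data 1 and the first 1560 peaks of the NTT sheet of Supplementary Data 3 hold NTT peaks of replicate 1 and none of replicate 2. Results are therefore given for TT1 with NTT replicate 1 first and then for what was found in both NTT libraries. TT1 has 1 ChIP library, so no TT1 value has an error between replicates, and the 95% intervals given with shares cover counting error alone. The number of reads per library is not in the files, so that a gene without a peak is one where none was detected at an unknown depth.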

Peaks were distributed across the whole genome but strongly enriched in genic regions, especially in promoters, for both TT1 and NTT, comparing to input (Fig. 3a, b and Supplementary Fig. 8a). 

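In the TT1 library, 48.5% of the peak summits (95% interval 47.6 to 49.3) lay in promoters, the 1000 bp upstream of a transcription start site, which make up 29.7% of the nuclear genome. NTT replicate 1 had 45.4% of its summits in promoters and NTT replicate 2 had 49.9%. When the peaks were placed at random on their own chromosomes 1000 times, the highest promoter share was 31.0% for TT1, 30.7% for NTT replicate 1 and 31.3% for NTT replicate 2. Exons, which cover 38.6% of the genome, held 24.5% of TT1 summits, 30.8% of NTT replicate 1 summits and 31.4% of NTT replicate 2 summits, less than in any placement. Introns held 2.80, 2.54 and 1.34% in the same order, against 13.2% of the genome. Intergenic sequence, 18.5% of the genome, held 24.2% of TT1 summits, 21.3% of NTT replicate 1 summits and 17.3% of NTT replicate 2 summits. The intergenic share was above every placement for TT1 and NTT replicate 1, and within the placements for NTT replicate 2. All 5 chromosomes carried peaks in every library, and the peaks covered 4.40% of the nuclear genome in TT1, 4.04% in NTT replicate 1 and 1.50% in NTT replicate 2. Random placement stands in here for the input libraries, which have no peak list.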

Most of the peaks were also overlapping and located around the transcription start sites (TSS) (Fig. 3c). 

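The median summit lay at −48 bp from the nearest transcription start site in TT1, 5 bp in NTT replicate 1 and 8 bp in NTT replicate 2. Within 500 bp of a start site were 53.3% of TT1 summits, 57.0% of NTT replicate 1 summits and 65.8% of NTT replicate 2 summits. Of the TT1 peaks, 74.3% (73.6 to 75.1) shared at least 1 bp with a peak of NTT replicate 1, and 63.8% of NTT replicate 1 peaks shared sequence with a TT1 peak. With NTT replicate 2 the share of TT1 peaks was 41.5% (40.6 to 42.3), so that the larger part of the TT1 peaks had no overlap in that library, while 75.6% of its own peaks were overlapped by TT1. Peaks of both NTT libraries overlapped 5033 TT1 peaks, 39.0% of all. Of the NTT replicate 2 peaks, 87.4% were overlapped by replicate 1. Peaks were wider in TT1, with a median of 343 bp against 251 bp and 209 bp in the NTT libraries, which raises the chance of sharing a base.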

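The TT1 list held 12908 peaks, with a median fold enrichment of 3.99 and a highest value of 10.5. NTT replicate 1 held 16167 peaks (median 5.90, highest 17.1) and NTT replicate 2 held 7447 peaks (median 3.94, highest 8.75). These peaks lay in the target window of 8455 genes for TT1, 10055 for NTT replicate 1 and 5525 for NTT replicate 2, of which 4902 were targets in both NTT libraries. Among genes bound in all 3 libraries, AT3G49810 had the best mean rank of fold enrichment over the libraries, with 8.82 in TT1, 15.7 in NTT replicate 1 and 7.82 in NTT replicate 2. *WES1*, which encodes an enzyme that conjugates auxin to amino acids, had peaks of 8.84, 14.4 and 8.07 in the same order. *GLT1*, the gene of NADH-dependent glutamate synthase, had 8.16, 16.2 and 8.27, and *NAC102*, a NAC transcription factor gene, 7.98, 13.9 and 7.58. *GID1B*, a gibberellin receptor gene, had 8.48, 15.5 and 6.03. The summits at *WES1* lay −1072, −1077 and −1098 bp from the transcription start site. Fold enrichments were not compared between libraries, since their depths are not known.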

Analysis of the ChIP-seq data led to the identification of 7349 and 8847 peaks associated with TT1 and NTT binding, respectively (Fig. 3d). To validate the ChIP-seq data we analyzed a common tagged gene of TT1 and NTT using ChIP-PCR, *WSIP2* (*WUS-INTERACTING PROTEIN 2*). Consistent with the ChIP-seq data, specific enrichment was obtained with primers at the ChIP-seq peak (Supplementary Fig. 8b, c). 

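*WSIP2* (AT3G15880) lies on the minus strand of chromosome 3 from 5364081 to 5372293. A single peak in each library covered its transcription start site. The TT1 peak ran from 5372057 to 5372392 with a fold enrichment of 5.42, the NTT replicate 1 peak from 5372084 to 5372397 with 14.5, and the NTT replicate 2 peak from 5372072 to 5372375 with 6.80. Their summits lay 35, 40 and 40 bp downstream of the nearest annotated start site, in the 5′ UTR. The 61 bp around the TT1 summit read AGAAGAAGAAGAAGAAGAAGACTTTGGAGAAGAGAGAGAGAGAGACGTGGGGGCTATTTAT on the plus strand, and the peak held 6 matches to GAGAGAG, the nearest 4 bp from the summit. The ChIP-PCR primer pair II of Supplementary Data 5 spans 5372087 to 5372219, inside the peaks of all 3 libraries. Pair I, from 5373242 to 5373347 upstream of the gene, and pair III, from 5371736 to 5371874 within it, lie outside every peak. The ChIP-PCR was done on other samples and is not analysed here.

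**Figure D1:**
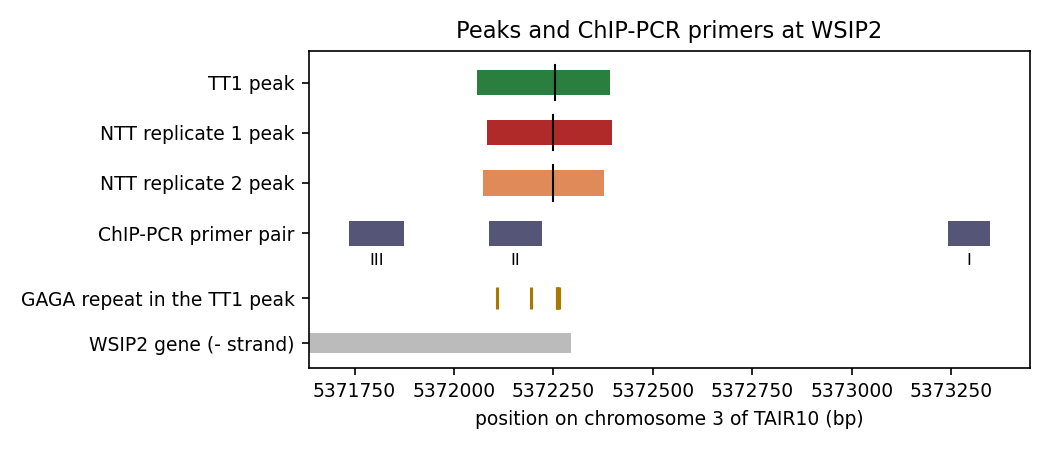
Peaks at WSIP2 on chromosome 3 of TAIR10 (horizontal axis, position in bp), with 1 bar per library and the summit as a black line, the spans of the 3 ChIP-PCR primer pairs, the GAGAGAG matches in the TT1 peak and the gene. Primer pair II falls within the peaks and pairs I and III do not.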

Comparative analysis of TT1 and NTT peaks led to the identification of 5914 genes with overlapping binding sites (Fig. 3d and Supplementary Data 1). 

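TT1 and NTT replicate 1 had 6731 target genes in common, and 3926 genes were targets of TT1 and of both NTT libraries. TT1 shared 4140 target genes with NTT replicate 2. At the genes shared with replicate 1, the nearest summits of the 2 proteins lay a median of 27 bp apart, and 83.3% were within 100 bp. The 2 NTT libraries, which share the protein, had a median of 23 bp and 88.5% within 100 bp. Across shared genes the fold enrichments of TT1 and NTT replicate 1 had a Spearman rho of 0.453, and those of the 2 NTT libraries 0.464, where genes are not independent replicates. Of the TT1 target genes, 1510 were targets in neither NTT library. Among these, 1050 protein-coding genes had no NTT peak nearest to them at any distance and none over their strongest TT1 peak, led by AT4G13050 (fold enrichment 7.16), *GRP4* (7.01), *ATK5*, a kinesin gene (6.99), AT3G44940 (6.86) and *LAF3* (6.82). Both NTT libraries bound 976 genes that were not TT1 targets, of which 774 protein-coding genes had no TT1 peak by the same measure. The leading genes among these 774, by mean rank over the 2 libraries, were *nPAP*, with 11.7 in replicate 1 and 5.45 in replicate 2, *PSY*, which encodes phytoene synthase of carotenoid synthesis (10.6 and 5.87), and the profilin gene *PRF1* (10.8 and 5.46).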

The strong overlap between TT1 and NTT target genes (80 and 67%, respectively) confirms the robustness of the ChIP-seq data and point out toward TT1 and NTT conserved functions. This is consistent with NTT and other WIPs complementing *tt1* mutant (Fig. 1c)^10^. This is also in line with the WIP overexpression lines sharing similar phenotypes (Fig. 2a) and the reported WIP functional redundancy (NTT, WIP4, and WIP5)^12^.

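Of the TT1 target genes, 79.6% (95% interval 78.7 to 80.5) were targets of NTT replicate 1, and 66.9% (66.0 to 67.9) of the NTT replicate 1 targets were targets of TT1. Taking genes bound in both NTT libraries, the shares were 46.4% of the TT1 targets (45.4 to 47.5) and 80.1% of the NTT targets (78.9 to 81.2). With NTT replicate 2 alone they were 49.0 and 74.9%. TT1 thus shared the larger part of its targets with replicate 1 and not with the genes bound in both libraries, while the larger part of the NTT targets were TT1 targets either way. Random gene lists of the same sizes would share 2243 genes on average with replicate 1, and the observed overlap was 3.00 times that. For both NTT libraries together the ratio was 3.59. None of 10000 permutations of the gene labels reached the observed number (highest 2397 with replicate 1 and 1211 with both, p = 0.0001, one-sided, the smallest they can give). The 2 NTT libraries set the scale of agreement for a single protein, with 48.8% of the replicate 1 targets bound in replicate 2 and 88.7% of the replicate 2 targets bound in replicate 1. Replicate 2 had fewer targets (5525 against 10055 in replicate 1). This limits the 48.8%, and likewise the shares of TT1 targets bound in replicate 2 or in both libraries. With the 7447 best peaks of each library, 64.5% of TT1 targets were targets of replicate 1 and 60.8% were targets of replicate 2. Of the replicate 1 targets, 69.1% were then targets of replicate 2. From the shared targets the paper concludes that the ChIP-seq data are robust, and it reads them as pointing toward conserved functions of TT1 and NTT.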

**Fig. 3:**
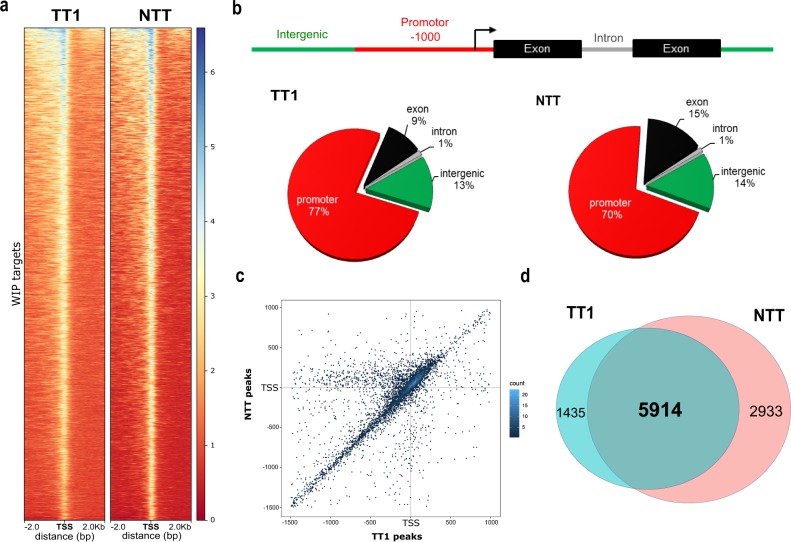
Genome-wide identification of WIPs binding sites. **a** Comparison between *TT1-GFP* and *NTT-GFP* peak density in the region ±2 kb around the Transcription Start Site (TSS). **b** Representation of the distribution of *TT1-GFP* and *NTT-GFP* binding peaks identified by ChIP-seq in four different genomic regions (intergenic, promoter, exon, intron). Peaks between −1000 bp and the TSS were considered as located on the promoter region. Peaks located on 5′UTR and 3′UTR regions were considered as part of the exon of the corresponding gene. The percentages of binding sites on each region are indicated. **c** Density plot showing overlap of *Dex:TT1* and *Dex:NTT* using hexagonal binning routine. Each point represents the distance of the nearest peak to the TSS of the corresponding gene. **d** The Venn diagram shows the overlap of *TT1-GFP* and *NTT-GFP* ChIP-seq target genes.

A motif search analysis on the common binding sites of TT1 and NTT using Homer software^17^ was then performed. 

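Windows of 100 bp to either side of the TT1 summit were searched at the 5033 TT1 peaks that overlapped peaks of both NTT libraries. The GAGA repeat (GAGAGAG) was in 24.6% of these sites, against 9.37% of 25165 background windows at the same distance to the start sites of protein-coding genes with no peak, an odds ratio of 3.15 (2.92 to 3.41, Fisher's exact test, adjusted p = 1.49e-171). The ABRE core ACGTG, the sequence recognized by bZIP proteins such as ABI5, was in 33.2% of sites and 13.8% of the background (odds ratio 3.10, 2.89 to 3.32, Fisher's exact test, adjusted p = 9.55e-212). The W-box TTGACY, bound by WRKY proteins, was in 29.1 and 17.9% (odds ratio 1.89, 1.76 to 2.02, Fisher's exact test, adjusted p = 3.01e-69). These tests were two-sided and adjusted over the 3 motifs. At the 9595 TT1 peaks that overlapped NTT replicate 1, the odds ratios were 2.46 for the GAGA repeat, 2.65 for the ABRE core and 2.14 for the W-box. In the single libraries, GAGA repeats were in 16.0% of all TT1 peaks, 21.5% of NTT replicate 1 peaks and 26.1% of NTT replicate 2 peaks. W-boxes were in 31.8, 28.1 and 27.2% in the same order, and each of these shares was above its background. All 2080 sequences of 6 bp were also ranked without a preset motif. The palindrome CACGTG, known as the G-box, came first (13.4% against 2.68%, odds ratio 5.61), followed by ACGTGT and ACGTGG, which hold the ABRE core as it does. GAGAGA came 4th (38.7% against 24.1%), TTGACT 25th and TTGACC 48th. Overlapping 6-mers of the same site are not independent of each other.

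**Figure D2:**
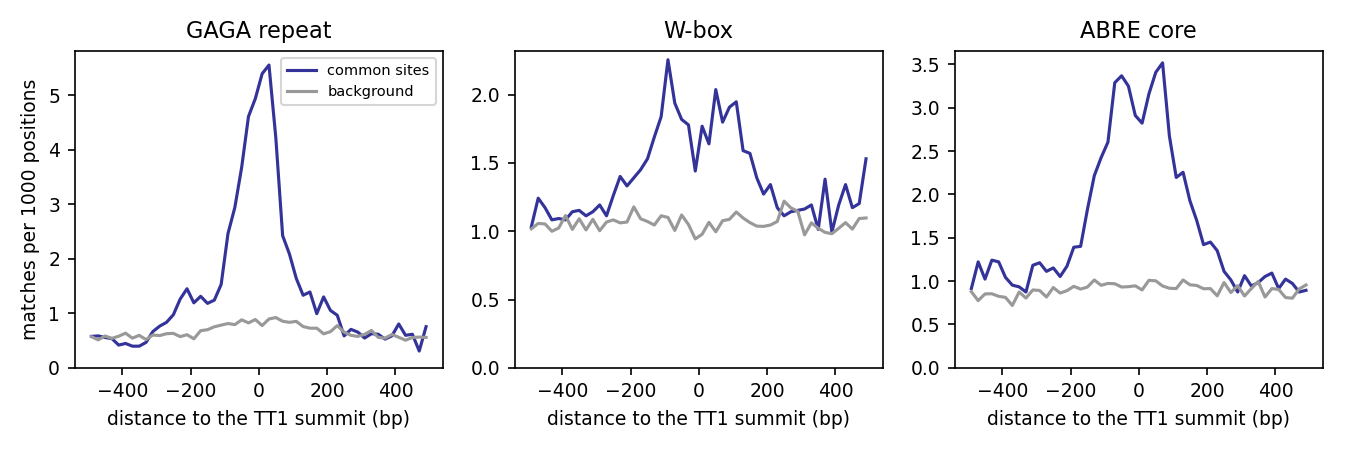
Matches per 1000 positions (vertical axes) of the GAGA repeat, W-box and ABRE core in steps of 20 bp around the TT1 summit (horizontal axes, bp), at 5033 common sites and 25165 background windows. At 0 to 19 bp from the summit the GAGA repeat reaches 5.39 at common sites and 0.775 in the background.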

Top three most significant binding motifs were identified as GAGA-repeat, bZIP (ABI5), and W-box (WRKY) motifs (Supplementary Fig. 8d). Interestingly a binding motif, targeted by a third WIP protein, AtWIP5, identified by DNA affinity purification sequencing (DAP-seq), was also listed among them on fifth position (Supplementary Fig. 8e)^18^.

### Identification of the early target genes of WIP proteins

To determine the gene regulatory networks recruited by *WIP* proteins to control growth, 7 days old seedlings of *Dex:TT1, Dex:NTT*, and the control line, *Dex:GR*, were treated with 1 µM Dex and used for gene expression analysis. High-depth sequencing of the Illumina RNA-seq libraries were generated and mapped. Normalized reads counts were analyzed using DEseq2 package (Supplementary Figs. 6b and 7). As expected, the expression of *TT1* and *NTT* was strongly induced after Dex treatment in the *Dex:TT1* and *Dex:NTT* lines, respectively, confirming the efficiency of the Dex treatment (Supplementary Data 2). Furthermore biological replicates formed distinct clusters from the control samples in the PCA-plot (Supplementary Fig. 9a).

Statistical RNA-Seq analysis identified 3538 and 3188 differentially expressed genes (DEGs) in *Dex:TT1* and *Dex:NTT*, respectively (FDR < 0.05, FC log2 ± 2.0). RT-qPCR confirmed the expression level of selected DEGs, showing that our RNA-seq data were reliable (Supplementary Fig. 9b). To identify co-regulated genes we compared the DEGs from both RNA-seq data. We found 1363 DEGs sharing similar differential expression profiles in *Dex:TT1* and *Dex:NTT* lines compared to *Dex:GR* control lines. Out of this, 761 genes were up-regulated and 602 genes were down-regulated on both lines. Interestingly, some genes (40 + 23) showed antagonistic expression in TT1 and NTT (Supplementary Fig. 9c and Supplementary Data 2).

In order to identify the set of primary WIP targets, we screened the DEGs for association with TT1 and NTT ChIP-Seq peaks. We observed significant overlap between those two different gene sets (Fig. 4a, b and Supplementary Data 3). Among the putative TT1-direct targeted genes, a slight higher number of genes were up-regulated (872, 24% of total DEG) comparing to those down-regulated (687, 19% of total DEGs); whereas on NTT, targeted genes were slightly more down-regulated (870, 27% of total DEGs) comparing to up-regulated genes (701, 21% of total DEGs). 

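The complete TT1 sheet of Supplementary Data 3 gives the direction of 1559 target genes by the paper's RNA-seq, and all 1909 of its peaks are in the deposited TT1 list. The strongest up-regulated TT1 targets by fold enrichment were AT1G76600 (9.25 in TT1), the jasmonate biosynthesis gene *AOC3* (8.18), *MYB15* (8.07), AT2G39210 (7.97) and AT2G25625 (7.94). In NTT replicate 1 their peaks had fold enrichments from 8.74 to 10.3. The strongest down-regulated targets were *PIL5*, a phytochrome-interacting factor gene (9.58), AT2G39360 (8.79), AT5G62130 (8.60), AT1G22910 (8.46) and AT1G54740 (8.45), and NTT replicate 1 had 10.8, 15.4, 12.0, 12.2 and 15.1 at them. The paper's log2 fold changes in *Dex:TT1* were 3.40 for *AOC3* and −3.56 for *PIL5*. The strongest TT1 peak of a gene had a median fold enrichment of 4.15 at up-regulated and 4.35 at down-regulated genes, a difference of −0.206 (two-sided permutation test of the directions, p = 0.0135). Up-regulated genes carried more peaks per gene, with means of 1.26 and 1.17 (p = 0.00015, same permutation test). NTT replicate 1 bound 82.6% of the up-regulated and 84.4% of the down-regulated TT1 targets. Both NTT libraries bound 42.8 and 50.5% of them (odds ratio 0.732, 0.599 to 0.895, two-sided Fisher's exact test, p = 0.00254).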

All together this data suggest that WIP proteins can act as a transcriptional activator or repressor.

**Fig. 4:**
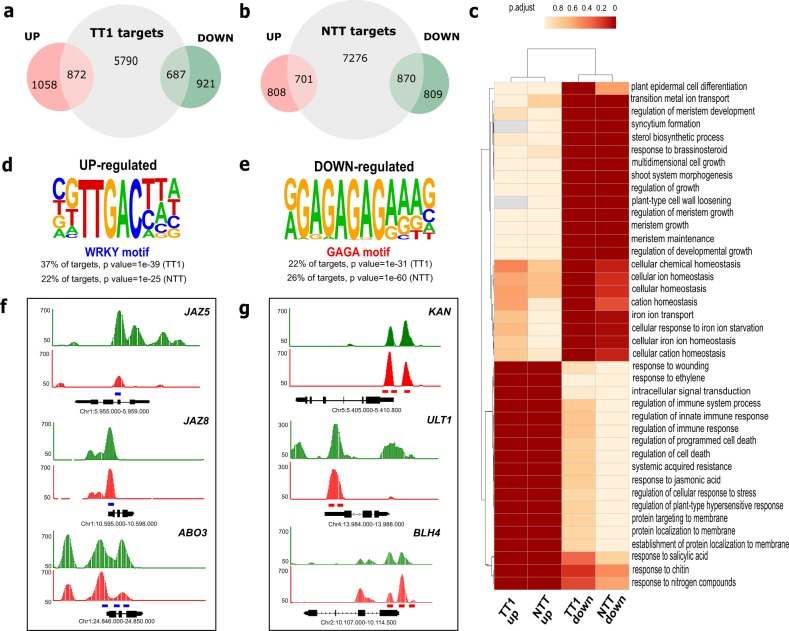
Integration of WIPs ChIP-seq and RNA-Seq data. **a** The Venn diagram shows the overlap between targets and differential expressed genes identified after induction of TT1 with Dex. **b** The Venn diagram shows the overlap between targets and differential expressed genes identified after induction of NTT with Dex. **c** GO term enriched clustering analysis representing classification of genes directly targeted by TT1 and NTT depending on their expression profiles (up- or down-regulated). Color intensities represent significant values of each GO term. **d** Most highly enriched DNA-element identified in TT1 and NTT up-regulated target genes. **e** Most highly enriched DNA-element identified in TT1 and NTT down-regulated target genes. Representative binding profiles based on the IGB (Integrated Genome Browser) for *Dex:TT1-GFP* (green) and *Dex:NTT-GFP* (red) ChIP-seq data for selected genes whose expression was induced (**f**) or repressed (**g**) in response to Dex. A cartoon of *JAZ5*, *JAZ8*, *ABO3*, *KAN*, *ULT1*, and *BLH4* genes is shown below each panel, with boxes corresponding to exons and bars to intron. *Y*-axis corresponds to the height of the peak scaled to different values for each gene. The bars at the bottom of the peaks represent the motif locations determined by MACS2. WRKY and GAGA motifs are present on the promoter and exon regions of represented genes (blue and red boxes, respectively). Coordinates of each locus on the TAIR10 *Arabidopsis* Genome is indicated.

To further investigate the main biological process in which WIP proteins are involved, we first performed Gene Ontology (GO) analysis, on shared DEGs that were also bound by TT1 and NTT. Consistent with WIP proteins sharing conserved function, most of the enriched GO terms, identified using clusterProfiler^19^, were collectively common, in the TT1 and NTT-up and in the TT1 and NTT-downregulated genes lists, respectively (Supplementary Data 4). GO terms related to meristem growth and maintenance, cell differentiation, ion homeostasis, and response to brassinosteroids were collectively overrepresented in the TT1 and NTT downregulated genes list (Fig. 4c). In contrast, GO terms related to pathogen resistance, including cell death, immunity, leaf senescence, and stress responses to hormones such as ethylene, JA, and salicylic acid (SA) were collectively overrepresented in the TT1 and NTT up-regulated genes list (Fig. 4c). 

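Among 25 regulators of meristems and organ polarity, TT1 bound 7, NTT replicate 1 bound 12, and both NTT libraries bound 8. By the paper's directions 5 of the 7 TT1 targets were down-regulated in *Dex:TT1* and none was up-regulated, namely *KAN*, *KAN2*, *PHB*, *ULT1* and *BLH4* (two-sided Fisher's exact test against the other target genes, p = 0.0165, adjusted p = 0.181 over 18 gene lists). The paper itself names *KAN*, *ULT1* and *BLH4* as bound developmental genes, so that this count is not independent of it. *PHB*, an HD-ZIP III gene of the adaxial side, had fold enrichments of 4.14 in TT1, 7.51 in NTT replicate 1 and 4.29 in NTT replicate 2. *CLV3*, the gene of the stem cell signal peptide, had 5.37, 7.93 and 5.23, and it is not in the TT1 sheet of changed genes. Meristem regulators were not bound more often than other protein-coding genes by TT1 (28.0% against 26.9%, odds ratio 1.06, 0.441 to 2.53, Fisher's exact test, adjusted p = 1). For both NTT libraries the shares were 32.0% against 16.0% (2.48, 1.07 to 5.74, Fisher's exact test, p = 0.0486, adjusted p = 0.109), and for NTT replicate 1 48.0% against 32.3% (1.93, adjusted p = 0.263), which did not pass the adjustment. Brassinosteroid genes were bound more often by TT1, with 9 of 13 (odds ratio 6.11, Fisher's exact test, adjusted p = 0.00528), and by both NTT libraries, with 6 (4.51, adjusted p = 0.037). NTT replicate 1 bound 8, which did not pass Fisher's exact test (3.35, adjusted p = 0.105), and at a −log10 q of at least 20 both NTT libraries did not pass either (0.414). *BIN2*, which encodes the kinase that represses the pathway, had 7.28, 11.4 and 4.29, and the receptor gene *BRI1* had 3.82, 10.3 and 4.46. The brassinosteroid-inactivating gene *BAS1* had 6.91, 11.1 and 7.12 and was the only member in the TT1 sheet, as up-regulated. Against random lists matched on the distance to the next gene upstream, a comparison chosen after seeing the data, the brassinosteroid list kept an adjusted p under 0.05 for TT1 (0.0261) and not for both NTT libraries (0.0672). Ion homeostasis genes were not analysed here.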

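TT1 bound 13 of 16 genes of salicylic acid signaling and immunity (odds ratio 11.8, Fisher's exact test, adjusted p = 8.28e-05), NTT replicate 1 bound 13 (9.09, adjusted p = 0.000482), and both NTT libraries bound 7 (4.09, adjusted p = 0.0358). *FLS2*, the flagellin receptor gene, had fold enrichments of 9.01 in TT1, 9.74 in NTT replicate 1 and 4.06 in NTT replicate 2, and *SAG101* had 6.62, 12.0 and 4.14. By the paper's directions 7 of these genes were up-regulated in *Dex:TT1* and none was down-regulated (*CBP60G*, *EDS1*, *ICS1*, *NPR3*, *PAD4*, *PBS3* and *SARD1*, p = 0.0201, adjusted p = 0.181). Of 14 genes of jasmonate biosynthesis and signaling, TT1 bound 11 (odds ratio 9.96, Fisher's exact test, adjusted p = 0.000503), NTT replicate 1 bound 8 (2.79, adjusted p = 0.182) and both NTT libraries bound 6 (3.95, adjusted p = 0.0468). *AOC1*, *AOC3*, *LOX3* and *LOX4* were up-regulated. Of 19 ethylene genes, TT1 bound 12 (4.66, Fisher's exact test, adjusted p = 0.00451), NTT replicate 1 bound 15 (7.87, adjusted p = 0.00036) and both NTT libraries bound 11 (7.25, adjusted p = 0.000331), among them *EBF2* with 7.66, 10.9 and 6.29. Of 14 leaf senescence genes, TT1 bound 9 (4.89, Fisher's exact test, adjusted p = 0.00965) and NTT replicate 1 bound 10 (5.24, adjusted p = 0.0112). Both NTT libraries bound 4 of them, which did not pass Fisher's exact test (2.10, adjusted p = 0.47). Of 15 cell death genes, TT1 bound 6 (1.81, adjusted p = 0.35), NTT replicate 1 bound 7 and both NTT libraries 3, none past Fisher's exact test. All tests were two-sided, against the other protein-coding genes and adjusted over 18 lists. The paper found these processes among genes bound in the same libraries, so that the tests are not independent of its GO result. Against the matched random lists, salicylic acid, jasmonate and ethylene genes passed for TT1 and leaf senescence genes did not (0.0586 after adjustment, and 0.0511 for NTT replicate 1), and for both NTT libraries ethylene genes passed while salicylic acid (0.0672) and jasmonate genes (0.118) did not. At a −log10 q of at least 20, ethylene genes were the only list of the 18 that passed for both NTT libraries (Fisher's exact test, adjusted p = 0.000721). Of the ethylene targets, *ACS2*, *ACS6* and *ERF1* were up-regulated by the paper's directions and *ACS11* was down-regulated. Of the leaf senescence targets, *JUB1*, *NAP*, *SAG13* and *WRKY53* were up-regulated. The only changed TT1 target of the cell death list was *ACD6*, which was down-regulated. No list had a bias between up- and down-regulated TT1 targets that passed the adjustment.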

We also performed GO analysis on TT1 and NTT-specific gene list. Consistent with the analysis of the shared gene list, all the downregulated genes were enriched in GO terms related to development and the upregulated genes were enriched in genes related to defense (Supplementary Fig. 10). For instance, GO terms related to seed dormancy process, plant ovule development, and adaxial/abaxial axis specification were significantly enriched in the TT1 down-regulated genes list (e.g., *AGAMOUS-LIKE 14*, *AGL14*; *PETAL LOSS, PTL*). 

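*AGL14*, a MADS-box gene, had a TT1 peak at chromosome 4 from 7142312 to 7142515, in the promoter with its summit at −493 bp, with a fold enrichment of 2.91. No NTT peak was detected near it in either library. *PTL*, a trihelix gene that limits growth between sepals, had a TT1 peak at chromosome 5 from 957272 to 957774 with 5.47 and a summit at −179 bp. NTT replicate 1 had a peak at the same place, from 957349 to 957527 with 5.10 and a summit 6 bp away, and a second peak in the 5′ UTR with 4.71. NTT replicate 2 had none at *PTL*. The paper's log2 fold changes in *Dex:TT1* were −2.94 for *AGL14* and −3.42 for *PTL*. The *AGL14* peak had a −log10 q of 17.7, so that it was not kept at a threshold of 20.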

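Genes of root hairs, organ size and auxin transport differed in how far NTT binding was repeated between libraries. At *LRX1*, a cell wall gene of root hairs on chromosome 1, NTT replicate 1 had a peak from 4069680 to 4069881 with a fold enrichment of 4.84 and a summit at −227 bp, and neither NTT replicate 2 nor TT1 had a peak. At *PIN3*, a gene of an auxin efflux carrier, NTT peaks in the 5′ UTR had 6.30 in replicate 1 and 4.86 in replicate 2, and TT1 had no peak there. With a target window of −1500 to +150 bp, *PIN3* was not a target in any library. TT1 did bind *PIN3* further inside, in a coding exon from 26744490 to 26745325 with 6.48, 1743 bp from the start site and outside the target window. The 2 NTT libraries had peaks at that exon too, with 11.5 and 4.56. At *ARGOS*, a promoter of organ growth on chromosome 3, all 3 libraries had a 5′ UTR peak, with 6.76 in TT1, 12.4 in NTT replicate 1 and 4.21 in NTT replicate 2. *PIN7* was likewise bound in its 5′ UTR by TT1 (3.22), NTT replicate 1 (6.32) and NTT replicate 2 (3.26), with 5 GAGAGAG matches in each peak. NTT replicate 2, of which the parts of the paper's tables used here hold no peak, thus repeated the replicate 1 binding at *PIN3*, *ARGOS* and *PIN7* and not at *LRX1*. *PIN4*, another efflux carrier gene, had no peak in its target window in any library, but it had peaks further inside the gene in all 3, in a coding exon with 5.44 in TT1, 10.9 in NTT replicate 1 and 4.63 in NTT replicate 2.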

On the other site, NTT down-regulated genes list was enriched in terms that relate to trichoblast differentiation, pigment accumulation and response to auxin (e.g., *LEUCINE-RICH REPEAT/EXTENSIN 1*, *LRX1*; *AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE, ARGOS; PIN-FORMED 3* and *PIN7*).

Collectively, the expression profiles and GO analysis of TT1 and NTT targets point out on the role of WIP TFs in repressing development and growth by inducing plant defense response via hormonal variations.

### WRKY and GAGA motifs are predominant in WIP target genes

Next we performed a motif search analysis on the binding sites of genes regulated by TT1 and NTT (combined ChIP-seq and RNA-seq analysis). 

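TT1 peaks were overlapped by NTT replicate 1 more often than in any random placement. The highest share by placement was 9.97% when the peaks were placed anywhere on their chromosome and 18.1% when each kept its distance to a transcription start site but moved to another gene, over 1000 placements of each kind. For peaks of both NTT libraries the highest shares were 3.90 and 8.54%, and for NTT replicate 2 they were 4.48 and 9.67%, also below the observed shares. Overlap rose with peak strength. Of the top 10% of TT1 peaks by fold enrichment, 98.2% were overlapped by NTT replicate 1, against 53.7% of the bottom 10%. When each library was limited to its 7447 best peaks by q-value, 60.7% of TT1 peaks (59.6 to 61.8) were overlapped by NTT replicate 1 and 55.8% (54.7 to 56.9) by NTT replicate 2. Of the NTT replicate 1 peaks, 63.1% were overlapped by TT1 and 63.5% (62.4 to 64.6) by NTT replicate 2, and of the NTT replicate 2 peaks 59.4% were overlapped by TT1 and 65.0% by NTT replicate 1. With 1 TT1 library these shares cannot be set against the spread between TT1 libraries.

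**Figure D3:**
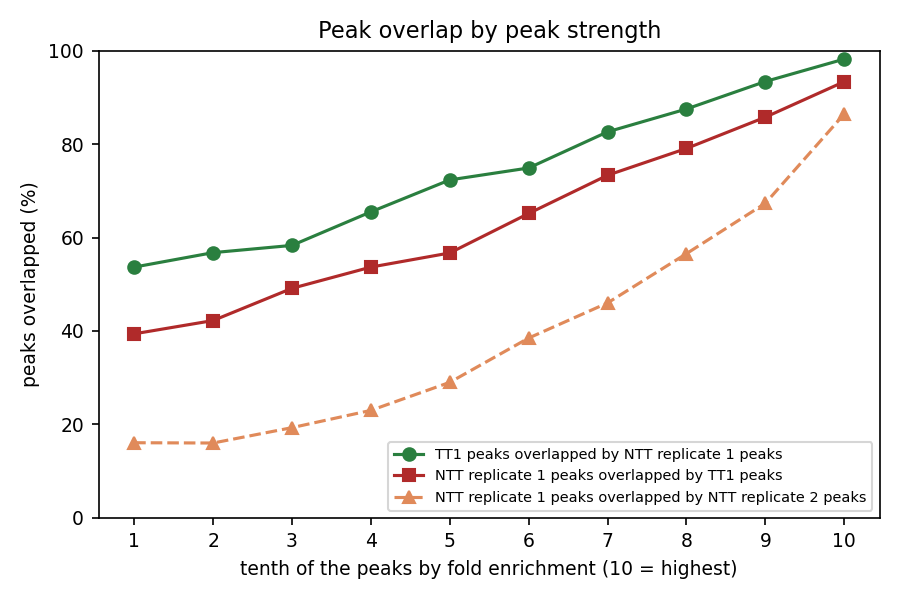
Share of peaks overlapped by at least 1 bp (vertical axis, %) in 10 groups of the peaks by fold enrichment (horizontal axis, 10 is the highest), for TT1 peaks with NTT replicate 1, the reverse, and NTT replicate 1 peaks with NTT replicate 2. The share runs from 53.7 to 98.2% for TT1 peaks with NTT replicate 1.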

Strikingly, we found that TT1 and NTT occupy overlapping binding sites, at probability far greater than what could have occurred by chance. The majority of the up-regulated targeted genes bound by TT1 (37%) and NTT (22%) were found to contain a TTGACY W-box (WRKY) motif with the statistical *p*-value of 1e^−39^ and 1e^−25^, respectively (Fig. 4d). 

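A W-box lay within 100 bp of a TT1 summit at 390 of the 872 up-regulated TT1 target genes (44.7%, 41.5 to 48.0) and at 196 of the 687 down-regulated ones (28.5%, 25.3 to 32.0). The odds ratio was 2.03 (1.64 to 2.51, two-sided Fisher's exact test, adjusted p = 1.16e-10 over 2 motifs). TT1 targets outside the sheet of changed genes had a W-box in 34.4%, between the 2 groups. NTT peaks at these genes gave the same direction. In NTT replicate 1 the shares were 44.7% of 720 up-regulated and 31.0% of 580 down-regulated genes (odds ratio 1.80, Fisher's exact test, adjusted p = 9.02e-07). In peaks found in both NTT libraries they were 37.9% of 364 and 22.1% of 340 (2.16, Fisher's exact test, adjusted p = 5.81e-06), and in NTT replicate 2 alone 41.2 and 24.4%. The up-regulated genes are those of the TT1 sheet, since the NTT sheet is held only in part. Windows 500 bp to either side of the summits also held more W-boxes at up-regulated genes (46.0 against 35.2%, odds ratio 1.57, Fisher's exact test, adjusted p = 4.22e-05), so that part of the difference extends beyond the bound site. These shares cover windows on both sides of each summit, so their level cannot be set against that of the single summit windows.

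**Figure D4:**
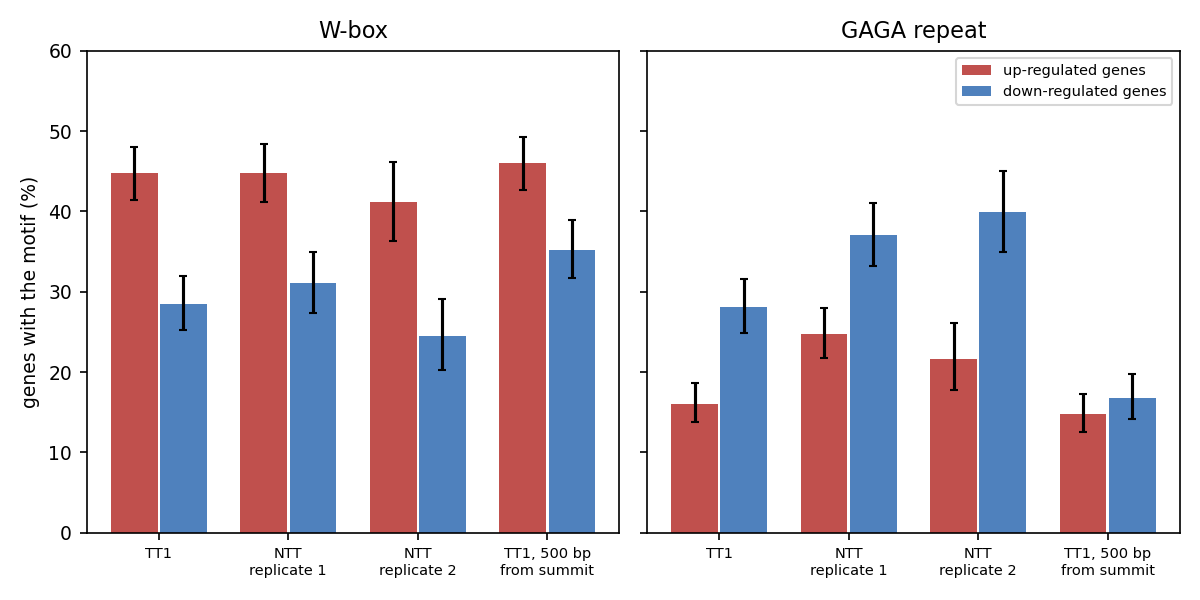
Share of genes with a W-box (left) or a GAGA repeat (right) within 100 bp of a summit (vertical axis, %) among up- and down-regulated TT1 target genes, in TT1 peaks, NTT replicate 1 peaks, NTT replicate 2 peaks and windows 500 bp from the TT1 summits, with 95% counting intervals as error bars. W-boxes are in 44.7% of up-regulated and 28.5% of down-regulated genes in TT1 peaks. The windows 500 bp away cover both sides of each summit and so more sequence than the summit windows. A gene counts if any of its peaks holds the motif, and up-regulated genes carry more TT1 peaks per gene.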

W-box motifs are known targets of WRKY TFs, associated with stress and hormone signaling. As WRKY proteins, TT1 and NTT are also able to induce JA responsive genes such as *JASMONATE-ZIM-DOMAIN (JAZ) PROTEIN* 5 and *JAZ8* by recognizing W-box motif in their promoters (Fig. 4f)^20^. 

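*JAZ8*, a repressor of jasmonate signaling, had a peak at its transcription start site in all 3 libraries, with fold enrichments of 5.46 in TT1, 11.0 in NTT replicate 1 and 3.73 in NTT replicate 2. The TT1 peak ran from 10596188 to 10596615 on chromosome 1, with its summit in the 5′ UTR. A W-box (GGTCAA, the reverse complement of TTGACC) at 10596270 to 10596275, upstream of the start site, lay within the TT1 and NTT replicate 1 peaks, 135 and 138 bp from their summits, and outside the narrower NTT replicate 2 peak. The peaks at the start site also held GAGAGAG matches nearer to the summits. The nearest lay 34 bp away in TT1, 31 bp in NTT replicate 1 and 3 bp in NTT replicate 2. NTT replicate 1 had another peak further upstream, from 10595624 to 10595838, with a W-box 34 bp from its summit. *JAZ5* had 3 TT1 peaks on chromosome 1. The strongest, from 5956386 to 5956766 with 5.31, lay in a coding exon and held a W-box 45 bp from its summit. The peak upstream of *JAZ5*, from 5957781 to 5958073 with 3.96, held none. NTT replicate 1 had a peak in the same exon with 6.58, and NTT replicate 2 had none at *JAZ5*. The paper's log2 fold changes in *Dex:TT1* were 3.24 for *JAZ5* and 2.91 for *JAZ8*. Of the 13 JAZ genes TT1 bound 9 (69.2%, odds ratio 6.11, two-sided Fisher's exact test, adjusted p = 0.00528 over 18 lists), NTT replicate 1 bound 11 (11.5, adjusted p = 0.000696), and both NTT libraries bound 8 (8.43, adjusted p = 0.00152). Against random lists matched on the distance to the next gene upstream, chosen after seeing the data, the adjusted p was 0.0586 for TT1 and 0.0108 for both NTT libraries. At a −log10 q of at least 20, both NTT libraries did not pass Fisher's exact test (adjusted p = 0.0586). *JAZ5*, *JAZ6*, *JAZ8* and *JAZ10* were the TT1 targets among them that the paper lists as up-regulated, and none was down-regulated.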

WIP proteins also bind to the promoters of several WRKY genes such as *ABA OVERLAY SENSITIVE MUTANT 3* (*ABO3*), which contain also W-box motifs that allow to autoregulate its own expressions, *via* a positive feedback loop^21^.

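TT1 bound 50 of the 71 WRKY genes (70.4%, odds ratio 6.50, 3.90 to 10.8, two-sided Fisher's exact test, adjusted p = 4.73e-13 over 18 lists). NTT replicate 1 bound 54 (6.69, Fisher's exact test, adjusted p = 8.5e-13) and both NTT libraries bound 28 (3.44, adjusted p = 3.1e-05), so that the larger part of the family was bound in replicate 1 and not in both. At a −log10 q of at least 20, both NTT libraries bound 14 and did not pass Fisher's exact test (adjusted p = 0.0701). By the paper's directions 17 of the bound WRKY genes were up-regulated in *Dex:TT1*, among them *WRKY33*, *WRKY40* and *WRKY53*, and 5 were down-regulated. *ABO3* (AT1G66600, also *WRKY63*) had 2 TT1 peaks in the target window with summits upstream of its start site, with fold enrichments of 7.41 at −1269 bp and 5.66 at −254 bp. The stronger ran from 24846781 to 24847257 on chromosome 1 and held a W-box 154 bp from its summit. The other ran from 24847711 to 24849100, past the start site, and held 3 W-boxes. The nearest, 248 bp away, lies upstream of the gene, and those 800 and 855 bp away lie inside it. At these inner W-boxes NTT replicate 1 had a separate intron peak with 5.59. NTT replicate 1 had 10.7 and 12.6 at these 2 places and NTT replicate 2 had 5.15 and 4.45. In both NTT libraries the peak near the start site held a W-box, 339 and 328 bp from the summits, and the distal peak did not. Further upstream, outside the target window, NTT replicate 1 had a peak at −1998 bp with a W-box 13 bp from its summit. TT1 had one at −2125 bp with a W-box 114 bp away. The paper's log2 fold change of *ABO3* was 7.91. Other WRKY genes had peaks in all 3 libraries, such as *WRKY4* (7.69, 12.9 and 6.90), *WRKY6* (6.67, 13.7 and 7.26) and *WRKY18* (6.60, 11.0 and 6.89).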

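The GAGA repeat went the other way from the W-box. It lay within 100 bp of a TT1 summit at 193 of the 687 down-regulated TT1 target genes (28.1%, 24.9 to 31.6) and at 140 of the 872 up-regulated ones (16.1%, 13.8 to 18.6). The odds ratio of up- to down-regulated genes was 0.490 (0.383 to 0.626, two-sided Fisher's exact test, adjusted p = 1.25e-08). TT1 targets outside the sheet of changed genes had the repeat in 21.3%. NTT replicate 1 peaks held it at 37.1% of down-regulated and 24.7% of up-regulated genes (0.558, Fisher's exact test, adjusted p = 1.56e-06). Peaks of both NTT libraries held it at 42.1 and 23.9% (0.433, Fisher's exact test, adjusted p = 7.24e-07), and NTT replicate 2 peaks at 39.9 and 21.6%. In windows 500 bp from the TT1 summits the groups were close, with 16.7% of down-regulated and 14.8% of up-regulated genes (0.864, 0.657 to 1.14, Fisher's exact test, adjusted p = 0.293). TT1 summits of down-regulated genes also lay nearer to the start site, at a median of −19 bp against −167.5 bp for up-regulated ones.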

In the other hand, the majority of the down-regulated targeted genes bound by TT1 (27%) and NTT (33%) contains GAGA-repeat motifs with the statistical *p*-value of 1e^−31^ and 1e^−60^, respectively (Fig. 4e). GAGA-motif binding factors (GAFs) could be divers, Trithorax-like and Pipsqueak protein families in animals, BASIC PENTACYSTEINE (BPC) protein family in plants, but all have a central function in growth and development^22–24^. It is also intriguing, that both animal and plant GAFs recruit members of the Polycomb Repressive Complex (PRC) to the Polycomb repressive DNA-elements (PREs) to silence the bound genes^23,25^. Similarly, genes involved on developmental process, such as *KANADI* (*KAN*), *ULTRAPETALA 1* (*ULT1*), and *BEL1-LIKE HOMEODOMAIN 4* (*BLH4*) were bound by TT1 and NTT, suggesting that WIPs act as transcriptional repressors through recognition of GAGA-motifs on their promoters (Fig. 4g).

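*KAN* (AT5G16560), a gene of the abaxial side of organs, had 2 peaks in each library within its target window on chromosome 5. The peak in the 5′ UTR had fold enrichments of 6.26 in TT1, 14.1 in NTT replicate 1 and 6.16 in NTT replicate 2, and held 6, 9 and 7 GAGAGAG matches. The peak in the promoter, from 5412091 to 5412737 in TT1, had 7.29, 10.4 and 5.15 and held 4, 4 and 3 matches, the nearest 24, 16 and 3 bp from the summits. *ULT1* (AT4G28190), which limits the size of the shoot meristem, had a single peak per library on chromosome 4, in the 5′ UTR. It had 3.07 in TT1 (13985294 to 13985586), 6.53 in NTT replicate 1 and 3.38 in NTT replicate 2, with 1, 3 and 1 matches. The nearest lay 47, 12 and 174 bp from the summits. The match in the TT1 peak, at 13985522, is not the match in the replicate 2 peak, at 13985278. These summits lay 455, 270 and 432 bp downstream of the nearest annotated start site, so that *ULT1* was not a target with the window of −1500 to +150 bp. *BLH4* (AT2G23760) had a 5′ UTR peak on chromosome 2 with 2.92 in TT1 (10112859 to 10113268), 12.6 in NTT replicate 1 and 3.58 in NTT replicate 2. These peaks held 13, 18 and 15 matches, the nearest 7, 6 and 33 bp from the summits. TT1 also had a peak of 3.63 in a coding exon of *BLH4*, with 1 match. The 1000 bp upstream of the outermost annotated start of the gene held 4 GAGAGAG matches at *KAN*, 5 at *ULT1* and none at *BLH4*. Those 5 at *ULT1* lie outside its peak in every library. The paper's log2 fold changes in *Dex:TT1* were −3.46 for *KAN*, −2.40 for *ULT1* and −2.21 for *BLH4*. GAGAGAG is a simple repeat, and neighboring matches overlap within the same stretch.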

In sum, integration of RNA-seq and ChIP-seq analysis reveals the interaction of WIP TFs with GAGA motif to repress the expression of growth and development promoting genes, and interaction with W-box motif to activate expression of genes associated with stress signaling pathways.

### Ectopic expression of *TT1* in *Arabidopsis* carpel leads to male flowers

To test the hypothesis that WIP proteins are general inhibitor of growth we ectopically expressed WIP proteins in two reproductive tissues, the carpel and the stamina primordia, and in two vegetative tissues, the trichome and lateral root primordia. Transgenic plants were generated and analyzed for organ growth inhibition.

We ectopically expressed *TT1* in Arabidopsis carpel primordia using the tissue-specific *CRABS CLAW* (*pCRC*) promoter. *CRC* is a member of the YABBI family required for carpel development in *Arabidopsis* and its expression starts at stage 6 when the gynoecium primordium becomes distinct, disappearing at stage 10–11^26^. We obtained several independent *pCRC:TT1* transgenic lines developing normal sepals, petals and stamens but with rudimentary arrested carpels (Fig. 5a, b and Supplementary Fig. 11a). Toluidine blue staining and scanning microscopy analysis showed normal development of carpel primordia at early developmental stages (stage 5), but from stage 8 carpel morphology was affected in *pCRC:TT1* lines, given place to a rudimentary structure at later stages (stage 11), which finally leads to female-sterile flowers that mimic unisexual male flowers in melon (Fig. 5d, e and Supplementary Fig. 12a–h). Quantification of *TT1* expression in young flowers of *pCRC:TT1* transgenic lines correlated with the inhibition of carpel growth (Supplementary Fig. 11a).

**Fig. 5:**
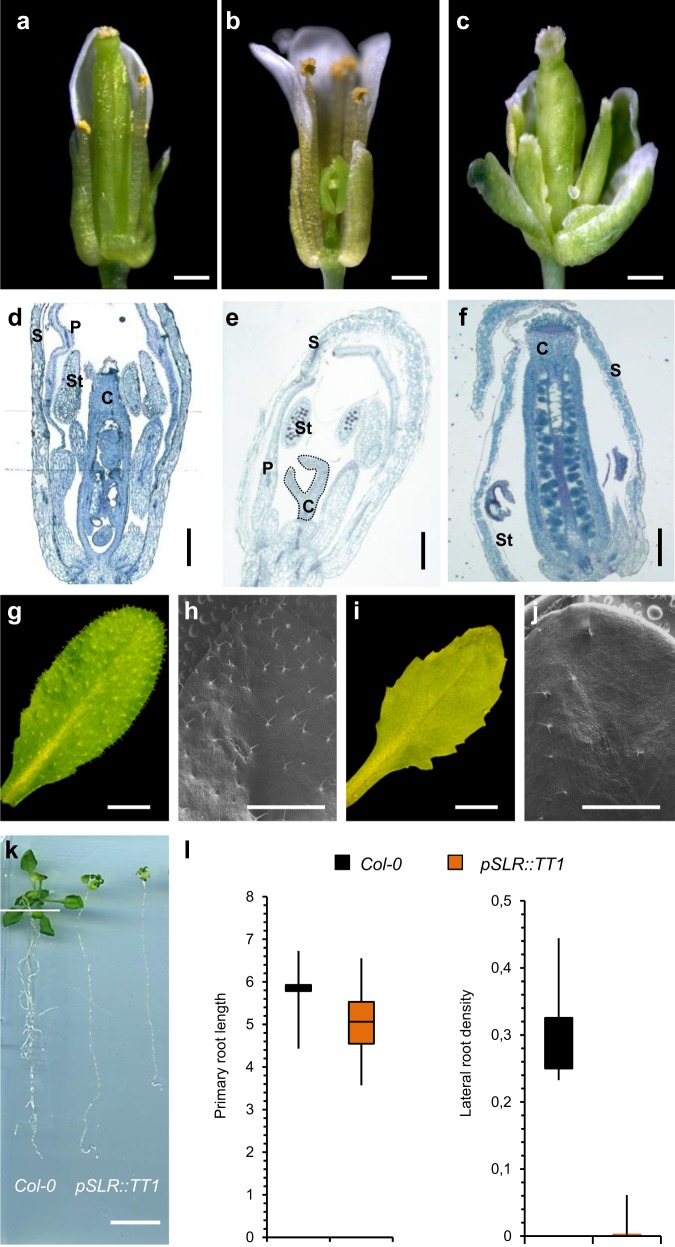
Ectopic expression of *TT1* in reproductive and vegetative organs of *Arabidopsis*. Phenotype of *Col-0* (**a**), *pCRC:TT1* (**b**), and *pAP3:TT1* (**c**) transgenic flowers (scale = 0.5 mm). Toluidine blue staining of *Col-0* (**d**), *pCRC:TT1* (**e**), and *pAP3:TT1* (**f**) flowers at late developmental stage (stage 10). Rudimentary carpel on *pCRC:TT1* is designed with dotted line (s = sepals, p = petal, c = carpel, st = stamen; scale = 200 µm). Phenotype of *Col-0* (**g**) and *pGL1:TT1* (**i**) transgenic plants, which shows serrated leaves. Electronic microscopic analysis of leaves surfaces of *Col-0* (**h**) and *pGL1:TT1* (**j**) which shows reduced number of trichomes (scale = 2 mm). **k** Phenotype of *Col-0* and *pSLR:TT1* transgenic plants (scale = 1 mm). **l** Quantification of primary root length and lateral root density in *Col-0* and *pSLR:TT1* transgenic lines (*n* = 8, biologically independent seedlings).

To test whether ectopic expression of WIP gene can inhibit the development of other flower organs, we expressed *TT1* under the control of *APETALA3* promoter (*pAP3*). *AP3* is a B class floral homeotic gene specifically expressed in the petal and stamens^27^. Again, in *pAP3:TT1* lines a severe growth inhibition of stamen and petals was observed (Fig. 5a, c). Toluidine blue staining and scanning microscopy analysis *s*howed that both petal and stamen development were completely inhibited in the *pAP3:TT1* lines (Fig. 5d, f and Supplementary Fig. 11i–l). As expected, inhibition of growth correlated with the expression of *TT1* in flowers of *pAP3:TT1* transgenic lines (Supplementary Fig. 11b).

To test whether ectopic expression of WIP gene can also inhibit the development of vegetative tissues, we expressed *TT1* under the control of the *GLABRA-1* (*pGL1*) and the *SOLITARY ROOTS* (*pSLR*) promoters (Supplementary Fig. 11c, d). *GL1* is a R2R3 MYB-type transcription factor expressed in young leaf primordia and developing trichomes^28^. Loss of function of *GL1* leads to leaves without trichomes. Independent *pGL1:TT1* transgenic lines were generated and all displayed serrated leaves with few or no trichomes (Fig. 5g–j). Inhibition of trichomes development also correlated with the expression of *TT1* in leaves of *pGL1:TT1* transgenic lines (Supplementary Fig. 11c). *SOLITARY ROOTS* gene encodes the IAA14 protein, a member of the Aux/IAA gene family that promotes lateral roots formation^29^. Loss of function of *SLR* leads to mutants that completely lack lateral roots and reduced root gravitropism. Three independent *pSLR:TT1* transgenic lines were generated and none of them showed lateral root development after 4 weeks. As expected primary root elongation in the *pSLR:TT1* lines was not affected (Fig. 5k, l). As for leaf phenotype and trichomes inhibition, lateral roots inhibition correlated with the expression of *TT1* in lateral root primordia of *pSLR:TT1* transgenic lines (Supplementary Fig. 11d).

In conclusion, our results demonstrate that TT1/AtWIP1 transcription factor could act as strong suppressor of organ development, as did *CmWIP1* in carpel primordia of male melon flowers^6^. These data also suggest that WIP proteins could be recruited to inhibit growth of both vegetative and reproductive organs.

## Discussion

WIP genes, C_2_H_2_ ZF transcription factors have different roles in land plants. In *Marchantia polymorpha*, MpWIP controls the development of the air pore complex^9^. In *Brassica napus*, BnTT1 is involved in the flavonoids and fatty acid biosynthesis^30^. In *Gerbera hybrida*, GhWIP2 controls petal and petiole’s growth via regulation of cell expansion^31^. In *C. melo*, CmWIPl is a central integrator of expression networks leading to sex determination. Expression of *CmWIP* in carpel primordia inhibits carpel development, leading to unisexual male flowers^6^. In *Arabidopsis*, there are six WIP genes which show a strong amino acid conservation and were found to be functionally redundant^10^. WIP genes in *Arabidopsis* are involved in the accumulation of PA in the seed coat, development of replum and transmitting tract; and root meristem development^10–12^.

Based on their sequence homology, we hypothesized that WIP genes might show conserved function across species and using a heterologous system might help to understand the molecular background of carpel arrest regulated by CmWIP1 in the non-model species, melon. We observed a significant restoration of the accumulation of PA in *tt1* mutants by expressing *CmWIP1*, suggesting that basic molecular functions are shared between these proteins (Fig. 1). Partial restoration was also obtained by Appelhagen et al.^10^ in some cases (_*prom*_*TT1:NTT* and _*prom*_*TT1:AtWIP3*), however PA accumulation was less than 50% compared to WT seeds.

The transient and divers spatio-temporal expression patterns of WIP proteins during development have been a handicap for the characterization of the gene networks involving WIP proteins. Our results using an inducible promoter system, allowed us to synchronize the expression of two WIP proteins, NTT and TT1, in a particular tissue. Phenotyping of the Dex lines at seed germination and seedling stages demonstrated that WIP proteins are strong inhibitors of growth and triggers of cell death.

To identify gene regulatory networks recruited by *WIP* proteins we used RNA-seq and ChIP-seq analysis. By search for enriched GO terms in *TT1* and *NTT* data, we found several genes, associated with hormones stress signaling, up-regulated. This includes ethylene, ABA and JA signaling pathways, showing that hormone crosstalk mechanisms may be timely orchestrated by WIP proteins to limit defense-associated fitness costs. In contrast several genes involved in auxin transport (*PIN3*, *PIN4*, and *PIN7*) and gibberellins were downregulated by WIP. In a recent work, it has been shown that constitutive overexpression of *GhWIP2* (homologue of NTT in *G. hybrida*) caused major developmental defects associated with cell expansion including dwarfism, short petals, and petioles^31^. These phenotypes were also correlated with downregulation of gibberellins and auxin signaling genes and upregulation of abscisic acid signaling genes in *GhWIP2* overexpressing plants. All findings on different plant species converge into a conserved function of WIP proteins in integrating contrasting hormonal signals to regulate organ growth.

ChIP-seq analysis allowed us to identify two regulatory elements, W-box and GAGA motif, as binding sites of WIP transcription factors. Further integration of ChIP-seq, RNA-seq, and GO analysis revealed how WIP proteins could play a role as activators or repressors of transcription. We showed that WIP interact with GAGA motif to repress the expression of the growth and development promoting genes. It will be interesting to see whether WIP proteins also interact with of the Polycomb Repressive Complex to silence the bound genes, as described for GAFs in plants and animals^23,25^. W-box motif, known target of WRKY proteins that controls the expression of genes involved in defense-related phytohormones, such as SA or JA, imply a similar role for WRKY and WIP genes in plant immunity (Fig. 6). From this we can also hypothesize that CmWIP1 in male flowers inhibits carpel development, through interaction with GAGA and W-box motifs. As melon is recalcitrant to genetic transformation it was difficult to tag CmWIP1 protein with an epitope that could be used for immunoprecipitation, required for ChIP-seq analysis. In silico screening of the promoter of genes differentially expressed between male and female flower, for the presence of GAGA and W-box motifs will be one way to identify CmWIP1 direct targets. Such targets could be further analyzed for differential expression in *gynoecious* plant compared to *androecious* plants and validated using genetic approaches.

**Fig. 6:**
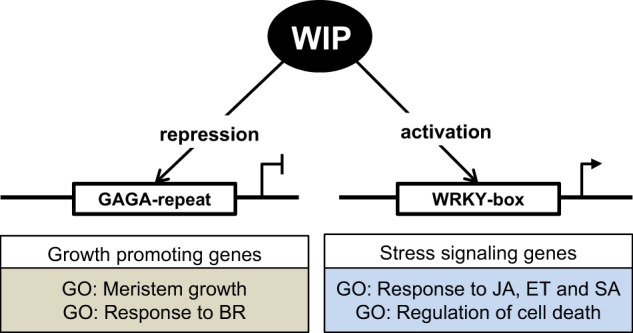
Schematic model of how WIP TFs control plant growth. WIP TFs bound GAGA motif to repress the expression of the growth and development promoting genes, and W-box motif to activate expression of genes associated with stress signaling pathways.

In melon and related *Cucurbitaceae* species, *CmWIP1* and two ethylene biosynthesis limiting enzymes, *CmACS11* and *CmACS7* play a central role in sex determination. Expression of *CmACS7* requires carpel development and inhibits stamina development, leading to female flowers^5^. Expression of *CmWIP1* is under the negative control of ethylene produced by *CmASC11* in flowers developing in young vines. The non-expression of *CmACS11* permits the expression of *CmWIP1* which inhibits the carpel development, leading to male flowers. To test whether expression of WIP proteins can also lead to male flowers in *Arabidopsis*, we disconnected the control of the expression of the WIP protein of the ethylene signaling, using *CRC* carpel specific promoter. In melon, sex determination occurs at stage 4–6 of flower development^4^. The choice of *CRC* to drive the expression of WIP protein in *Arabidopsis* is justified by its early expression during carpel development, stage 6, and because it is very specific for nectary and carpel development. When *TT1* was ectopically expressed under *CRC* promoter in carpel primordia in *Arabidopsis*, it led to male flower formation, mimicking *CmWIP1* function in melon.

Interestingly, ectopic expression of *TT1* in stamina primordia, as well as in trichomes and lateral roots, demonstrated that TT1 inhibition of growth is not only confined to the carpel, but was also to other reproductive and vegetative organs. In contrast, it was previously shown that ectopic expression of *NTT* under the control of the *ASYMETRIC LEAVES 1* (*AS1*) promoter promote formation of roots from cotyledons primordia instead of causing growth arrest as we observed with *TT1*^12^. Whether, TT1 and NTT have different functions or the level of expression obtained by the chosen promoters (extremely low or extremely high) is different between those experiments, we may consider WIP genes as regulators of cell fate and differentiation. Indeed, in our RNA-seq data, we have identified a set of genes that are significantly different with only one of the AtWIP, suggesting that those genes have contributed to acquire specific roles of TT1 and NTT during evolution. For instance, several genes involved in cytokinin pathway showed opposite behavior after *TT1* and *NTT* induction.

Our results have highlighted the evolutionary biology of WIP genes. Throughout the species, WIPs genes tend to shape development through several pathways. As we have observed, following expression of WIP proteins, up-regulation of stress inducible genes and down-regulation of growth and development associated genes, this study has initiated another debate over the complex function of WIPs. This study has also highlighted the role of WIP proteins in crosstalk between hormones associated with stress and the one associated with growth. The difference of genetic regulation of the WIP transcription factors emphasizes on the difference of their particular role in the plant development. A substantial work is still required to complete the puzzle of functional characterization of the WIP transcription factors in the plant kingdom. Still because we were able to engineer unisexual flowers in *Arabidopsis*, using discoveries in melon, our work highlight how the WIP proteins could be used as biotechnology tool to control crossing and production of F1 hybrids seeds in general.

## Methods

### Plant material

*Arabidopsis* (*A. thaliana*) genotypes (accession *Columbia-0, Col-0*) were grown under a 16-h-light/8-h-dark condition at 22 °C in a growth room. For seed germination, sterilized seeds were incubated at 4 °C for 2 days and sown on Murashige and Skoog (MS) medium plates containing 1% sucrose and 0.8% agar. *tt1-3* mutants (SALK_026171) (*Col-0* background) were previously characterized^10^.

### Plasmid construction and *Arabidopsis* transformation

To construct the binary vector *35S:CmWIP1, CmWIP1* cDNA from *C. melo* was amplified with iProof® DNA polymerase (Bio-Rad) and cloned into *pDONR-207* and then inserted in the binary vector *pGWB2* using the Gateway cloning system with LR clonase II and transformed in *Arabidopsis* using *Agrobacterium tumefaciens* strain C58C1. Primers used are listed in Supplementary Data 5.

For both, the promoter swap and the ectopic expression experiments, the protocol used was the following: 2 kb of *TT1* promoter, 727 bp of *AP3* promoter, 3.8 kb of *CRC* promoter, 2 kb of *SLR* promoter, and 1.5 kb of *GL1* promoters were amplified using genomic DNA as template. For all of them, PCR was done with a reverse primer having SpeI restriction site. After digestion with SpeI (New England, Biolabs) the promoters were cloned into *pIJPB* binary vector^32^ and confirmed by sequencing. The *AtTT1* CDS was amplified with iProof® DNA polymerase (Bio-Rad) from cDNA and cloned into *pDONR-207*. *AtTT1* or *CmWIP1* CDS were then introduced into the pIJPB plasmid by Gateway® system (Invitrogen™). Transformation of *Arabidopsis* was done using *A. tumefaciens* strain C58C1 by floral dip method. Primers used for cloning and validation of these lines are listed in Supplementary Data 5.

*Dex:TT1* and *Dex:NTT* constructs were produced as follows: *TT1* and *NTT* CDS were cloned into the donor vector (*pDONR221*) (Life Technology). *TT1-GFP* and *NTT-GFP* sequences were generated by chimeric PCR and then cloned into the donor vector. *TT1, NTT, TT1-GFP*, and *NTT-GFP* were then introduced into the Gateway destination vector *pEN-L4-pOp6M2-R1* which contain the *pOp6* promoter that carry six copies of a lac operator sequence^33^. *pOp6:TT1, pOp6:TT1-GFP, pOp6:NTT*, and *pOp6:TT1-GFP* constructs were transformed in *Arabidopsis* seedlings carrying the *35S::LhG4* vector and T1 generation seeds were selected for Basta and Kanamycin resistance. Primers used for cloning and validation of these lines are listed in Data S5.

### Phylogenetic analysis

Phylogenetic analysis of WIP proteins from *A. thaliana* and *C. melo* was performed using the software MEGA (Molecular Evolutionary Genetic Analysis; version 7.0.20)^34^. Sequences were aligned with ClustalW method, and phylogenetic tree was obtained by neighbor-joining (NJ).

### Conductivity assays

Senescence and associated cell death were estimated as previously described^35^, with minor modifications. Briefly, ion leakage was measured from 5-week-old plants of *Dex:TT1*, *Dex:NTT*, and control (*Dex:GR*) sprayed with different concentrations of Dex (0.001, 0.05, 0.1, and 1 µM). Three leave disks were collected after 24 h treatment and placed in 2 mL sterile water at room temperature and conductivity (Ci) was measured at 0, 1, 2, 4, and 24 h using an ion conductivity meter (B-173, Horiba, Kyoto, Japan). To calculate final electrolyte conductivity (Ct), leave disks were then placed at −20 °C for 1 h, and at 70 °C for 3 h to induce 100% ion leakage. Relative ion leakage was calculated for each time point and expressed as a percentage of the total ion leakage (% = Ci/Ct × 100).

### Vanillin staining and proanthocyanidins quantification

Immature seeds (heart stage of embryogenesis) of *Arabidopsis* were stained with 1% vanillin (4-Hydroxy-3-methoxybenzaldehyde) (Sigma-Aldrich) in 6 N Hydrochloric acid for 30 min and observed with Leica macroscope. PA quantification was carried out according to Appelhagen et al.^10^. Approximately 10 mg of mature seeds were grinded with 200 μL of acidic methanol. 1200 µL acidic BuOH was added followed by 40 µL “ferric reagent” mix. Tubes were boiled at 95 °C for 20 min and then cooled for 5 min on ice. Spinning was done at 13,000 rpm for 4 min. Supernatant was used to measure the UV absorption (550 nm) and compared to Cyanidin Chloride standard (Sigma-Aldrich) curve for quantification.

### ChIP-seq and ChIP-PCR analysis

ChIP assays were performed as described by Jégu et al.^36^. Briefly, 7 days old seedlings of *Dex:TT1-GFP* and *Dex:NTT-GFP* lines were transferred to MS liquid medium supplied with 1 µM Dex. After 8 h treatment, seedlings were crosslinked with 1% formaldehyde and the reaction was stopped with glycine (2 mM). Chromatin was sonicated to an average length of 300 bp and immunoprecipitated (overnight at 4 °C) with an anti-GFP antibody (Clontech 632592). The chromatin was then reverse-crosslinked (RNase and proteinase K digestion) and DNA was extracted with phenol-chloroform. Precipitated DNA (10 ng of IP or input DNA) was used for ChIP-seq library construction using a NEBNext® Ultra DNA Library Prep Kit for Illumina®. Single-end sequencing of IP and input samples were performed using GAIIx Illumina® (read length of 50 bp). In total six libraries were sequenced, one for *Dex:TT1-GFP* and one for its input and two for *Dex:NTT-GFP* samples and two for its corresponding inputs. Reads were mapped with BWA (Burrows–Wheeler Aligner) onto *Arabidopsis* genome release 43 from Ensembl database^37^, then only reads with mapQ > 30 and uniquely mapped were kept using Samtools (http://www.htslib.org/). Reads identified as PCR duplicates were discarded using Picard Toolkit (https://broadinstitute.github.io/picard/).

The MACS2 (version 2.1.2) software was used to identify significantly enriched regions (*q*-value < 10e^−10^)^38^. Visualization and analysis of genome-wide enrichment profiles were done with IGB (Integrated Genome Browser, https://bioviz.org/). Peak annotations were assigned using HOMER, keeping only peaks in an interval of [−1500; +150] around the TSS (Transcription Start Site). Heatmaps were drawn using deeptools software^39^; hexbin plot with R^40^ and ggplot2 library^41^. Putative binding peaks obtained from ChIP-seq analysis were confirmed by ChIP-qPCR assays using anti-GFP (Clontech 632592) and anti-IgG antibody (Millipore) antibodies. The primers used for ChIP-qPCR assays are listed in Supplementary Data 5.

### RNA-Seq analysis

Seven days old seedlings of *Dex:TT1*, *Dex:NTT*, and Dex:GR lines were treated with Dex (1 µM during 8 h), then grinded and total RNA was extracted with RNAeasy plant kit and treated with DNaseI (Qiagen, Germany). Eight samples were used for library preparation (two biological replicates per genotype), comprising *Dex:TT1* and its corresponding control (*Dex:GR*) lines, and *Dex:NTT* and its corresponding control (*Dex:GR*) lines. Multiplex Illumina sequencing using DNA barcoding libraries were prepared using the TruSeq RNA Library Preparation Kit Illumina® according to the manufacturer’s recommendations. Libraries were sequenced on the HiSeq2000 platform Illumina®, and between 30 and 50 million read pairs per sample were obtained. Quality was assessed using FastQC (version 0.11). Tophat2 (version 2.1.0) has been used to generate the mapping files and RSeQC aligned reads above 94% of read pairs of each sample correctly to TAIR (version 10). The mapped reads were assigned to genes with featureCount (v1.5.0-p3). DESeq2 (version 1.10.1) analysis was employed for differentially expressed gene calling (*p*-value adjusted > 0.05 and log2 FC < −2 and >2).

### GO analysis, motif search, and gene network construction

Motifs search was performed by HOMER with TAIR10 motif database^17^. GO enrichment analysis was carried out with Rstudio (http://www.rstudio.com/) and ClusterProfiler package^19^. Euler diagram were computed with R and eulerr package^42^. Heatmap was drawn with R package Pheatmap (https://rdrr.io/cran/pheatmap/).

### Microscopy

Plant tissues were fixed in the fixation buffer (2% paraformaldehyde, 1% glutaraldehyde, 1% caffeine, 0.1 M phosphate buffer, pH 7). Samples were dehydrated with 70, 95, and 100% ethanol and embedded in resin Technovit® 7100 (Kulzer). 10 μm sections were cut with a microtome Leica RM2165 equipped with cutting glass, mounted on the glass slide and stained with 0.05% (w/v) toluidine blue. Fresh leaf samples and inflorescence were observed with Tabletop SEM SH-1500MB electron microscope. *Arabidopsis* roots were stained with 0.1 mM propidium iodide for 15 min as previously described^43^ and analyzed in a Leica TCS-SP2-AOBS spectral confocal laser scanning microscope (Leica Microsystems).

### Expression analysis

For RT-qPCR, total RNA was extracted with RNeasy plant kit and treated with DNase I according to the manufacturer’s instructions (Qiagen, Germany). Reverse transcription was done with SuperScript II RT (Invitrogen, Germany). Quantitative PCR was done with Bio-Rad CFX96 Real-time PCR system using SYBR® Green no ROX (Eurogentec). Relative expression for all genes was normalized to AtACT2 and as internal reference. Relative expression was calculated with the relative −ΔΔCt method. Primers used are listed in Supplementary Data 5.

### Statistics and reproducibility

For phenotypic analysis, at least two independent transgenic lines for each construct were analyzed. For PA quantification, six measurements for each line were realized using 10 mg of mature seeds. For ion leakage measurements two independent experiments were performed. For each experiment, four plants per genotype and per treatment were recorded. Per time point a pool of 3 leave disks were collected per plant. *T*-test was calculated using the two-tailed test function in excel.

For RNA-seq and ChIP-seq, pools of 7 days old seedlings have been used as biological replicate. Pools contained around 100 seedlings grown on different Petri dishes randomly distributed in the growth chamber and treated independently with dexamethasone. Two biological replicates were performed for RNA-seq. DEseq2 algorithm was used to define the significant transcripts for each genotype (*Dex:TT1* and *Dex:NTT*) against its corresponding controls. Three ChIP-seq experiments were performed, two biological replicates for *Dex:NTT* and one for *Dex:TT1*. Only peaks that were discovered above the background (corresponding to input) were considered for further analysis.

For RT-qPCR analysis, the same RNAs used for RNA-seq were analyzed. The expression values correspond to the average of two biological replicates, with three technical replicates. For ChIP-PCR, immunoprecipitated chromatin was prepared from new samples, and the average corresponds to three technical replicates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting summary

Peer review file

Description of Additional Supplementary Files

## Data Availability

The raw RNA-seq and ChIP-seq data described in this study have been deposited to the NCBI Short Read Archive (SRA) database under the BioProject ID PRJNA608903. Sequence data from *CmWIP1* can be found in the GenBank data library under accession number GQ870274.1. Sequence data from *TT1/AtWIP1* (AT1G34790), *NTT/AtWIP2* (AT3G57670), *AtSTOP1* (AT1G34370), *CRC* (AT1G69180), *AP3* (AT3G54340), *GL1* (AT3G27920), and *SLR* (AT4G14550) can be found at The Arabidopsis Information Resource (TAIR) database.

## Code availability

The code and software sources from previously published papers are listed in the “Methods”. All other details of the code used in this study are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

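Binding of the WIP proteins TT1 and NTT, fused to GFP and induced with Dex, was measured by ChIP-seq with an anti-GFP antibody in 7-day-old seedlings of *Arabidopsis thaliana* treated with 1 µM Dex for 8 h. The series holds 1 ChIP library and 1 input library of *Dex:TT1-GFP* and 2 ChIP libraries and 2 input libraries of *Dex:NTT-GFP*. Each library was assigned to its line, antibody and replicate from the sample labels, and the paper's methods give the same 6 libraries.

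According to the paper and the submitters' processing notes, the authors checked the reads with FastQC, mapped them with BWA, handled the alignments with SAMtools, removed duplicates with Picard and called peaks with MACS2 version 2.1.2. The versions of the other tools are not given in the notes. The authors deposited 1 peak list for each ChIP library and none for the inputs, and replicates were not pooled in them. In each deposited list the score is the authors' value of 10 times the −log10 q-value without decimals, which was checked against the q-values. The fold enrichment is the authors' ratio of ChIP signal to local background at the summit. The deposited −log10 p-value and −log10 q-value are the authors' MACS2 values at the summit and carry no replicate error. The depth of the libraries is not known here, so that fold enrichments are compared within libraries and not between them. Read alignment, duplicate removal and peak calling could not be repeated from the lists and were taken as they are.

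Positions and gene models were taken from the TAIR10.1 reference assembly and its RefSeq annotation, with 37899 nuclear genes, of which 27444 are protein-coding, and 119146348 bp on 5 chromosomes. No peak ended beyond its chromosome. The main settings, the gene lists, the rule for named genes and the alternatives were set before the data were examined, except for those said to be chosen afterwards. The gene lists were drawn from processes that the paper names, including those of its GO analysis of genes bound in these same libraries. Tests of those lists are therefore not independent of the paper's result. Peaks with a −log10 q of at least 9 were kept. This is the threshold in the paper's methods read literally. The target gene of a peak was that of the transcription start site nearest to its center, if the center lay from −1500 to +1000 bp of the site. The methods give an upper bound of +150 bp, but the distances in the supplementary tables reach +996 bp, and the narrower window was tried as an alternative. NTT binding was taken as binding in both NTT libraries, and the overlaps, motifs and gene lists are also given for replicate 1, the library in the parts of the supplementary tables used here. Summits were assigned to promoters (1000 bp upstream of a start site), exons, introns or intergenic sequence in that order.

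Overlap of peaks by at least 1 bp was set against 1000 random placements on the same chromosome and 1000 placements that kept the distance to a start site. Overlap of target genes was set against 10000 permutations of the gene labels. Motifs were searched on both strands within 100 bp of each summit, as TTGACY (W-box), GAGAGAG (GAGA repeat) and ACGTG (ABRE core). The background was 5 windows per site at the same distance to the start sites of protein-coding genes with no peak in any library. All 2080 sequences of 6 bp were counted in the same way. HOMER, which the paper used for motifs and annotation, was not used here. Shares were compared with two-sided Fisher's exact tests, and p-values were adjusted by the Benjamini-Hochberg method within each family. Peak strength at up- and down-regulated genes was compared with 100000 permutations of the directions. The directions of expression and the log2 fold changes are the paper's, from the complete TT1 sheet of Supplementary Data 3. The NTT sheet and Supplementary Data 1 were held only in part and were used to see which library they draw on and which distances they span.

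Of 18 gene lists, 16 were of hormone, immunity, senescence, cell death, developmental, flavonoid and chromatin genes and of the WRKY and WIP families, and 2 of photosynthesis and ribosomal protein genes that are strongly transcribed. The WRKY, photosynthesis and ribosomal lists were drawn by gene symbol. The ribosomal list holds organellar as well as cytosolic proteins, and by their names 8 genes of other function entered the last 2 lists. The named genes are those the paper names with its ChIP-seq results, the WIP family, the 10 genes bound in all 3 libraries with the best mean rank of fold enrichment, the 5 best of TT1 alone and of NTT alone, up to 4 best-ranked genes of each list bound in all 3 libraries, and the 5 up- and 5 down-regulated TT1 targets with the highest TT1 fold enrichment. The values in the paper's table of changed genes had been seen by then. Members of the lists that the sheet gives as changed were named afterwards.

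The methods were tested on simulated data. When TT1 peaks were moved to random genes, 16.9% overlapped NTT replicate 1 peaks, within the range of the placements (16.4 to 18.4%), and when 50% of them were planted on NTT peaks 58.5% overlapped. No 6-mer was called when none was planted, and 2 planted 6-mers took the 2 highest ranks. With shuffled directions 4.3% of the tests of the W-box had a p under 0.05, and 3.6% of random gene lists of 15 did so. Gene lists of 15 with 70% of the genes bound passed in 94.5% of cases. The alternatives were thresholds of 10 and 20 on −log10 q, other promoter and target windows, peak centers in place of summits, protein-coding genes only, other overlaps, equal numbers of peaks, other motif windows, sequences and backgrounds, and NTT binding without each replicate or in either. Expression data, GO terms and ChIP-PCR were not analysed here. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.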

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

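The tests on peaks of TT1 alone and of NTT alone, on the motifs in peaks of single NTT replicates and on the sequence GGGACC were chosen only after the results were seen, while the test of overlap and strength of NTT replicate 2 was written before.

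NTT replicate 2 drew attention because the parts of the paper's tables used here hold none of its peaks. It had 7447 peaks, fewer than replicate 1. Lower depth or weaker enrichment of replicate 2 predicts that its peaks fall on the strongest sites of replicate 1, and 87.4% of them were overlapped by replicate 1. The replicate 1 peaks with an overlap in replicate 2 had a median fold enrichment of 7.45, against 5.20 for those without. Against the 7447 best peaks of replicate 1 the overlap was 65.0%, and peaks of replicate 1 alone had fewer ABRE cores (−24.0 points) and G-boxes (−22.7 points) over background than peaks of replicate 2 alone. The overlap and strength are consistent with lower depth or weaker enrichment, which the motif difference leaves open as the whole cause, and read counts would be needed to separate the 2.

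Peaks found in TT1 alone and in NTT alone differed in their motifs. In 2995 TT1 peaks with no NTT overlap the GAGA repeat was in 8.55% (background 7.31%) and the W-box in 30.6% (18.5%). In 1250 peaks of both NTT libraries with no TT1 overlap the GAGA repeat was in 38.2% (12.0%) and the W-box in 17.4% (17.9%). The excess over background differed by −25.0 percentage points for the GAGA repeat and by 12.6 points for the W-box (two-sided permutation test, p = 0.0001 each, the smallest they can give, adjusted p = 0.00025 over 5 motifs). In all 5854 NTT replicate 1 peaks with no TT1 overlap, most of them without a peak in replicate 2, the GAGA repeat was in 23.1% (odds ratio 2.97) and the W-box in 23.1% against 17.4% (1.43), so that the lack of a W-box excess holds for peaks of both NTT libraries and not for replicate 1 as a whole.

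Weak TT1 peaks with fewer binding sequences of any kind would bring the strongest 994 of these TT1 peaks near to NTT, but their odds ratios were 1.22 (0.952 to 1.56) for the GAGA repeat and 1.74 (1.49 to 2.03) for the W-box, against 4.56 (3.98 to 5.23) and 0.963 (0.821 to 1.13) for NTT. GC content as the whole cause is argued against by a background matched on it, where the values were 1.16 and 1.86 for TT1, against 3.83 and 0.978 for NTT. Effects of single libraries stay open, since TT1 has 1 library and the 2 NTT libraries differ between themselves: peaks of replicate 1 alone and of replicate 2 alone differed in the ABRE core by −24.0 points and in the GAGA repeat by 4.17 points (permutation test, adjusted p = 0.025). A difference in preference for the GAGA repeat, and less clearly for the W-box, may exist as a hypothesis, and a second TT1 library would be needed to test it.

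The coding exons of NTT itself carried peaks in NTT replicate 2 and in neither of the other libraries, which drew attention as a signal in the same library. The stronger, on chromosome 3 from 21370969 to 21371577, had a fold enrichment of 2.68, and the other, from 21372709 to 21373010, had 2.25. By the paper's methods the *Dex:NTT-GFP* plants carry the *NTT* coding sequence as a transgene. Binding at *NTT* therefore cannot be told apart here from signal of the transgene.

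The 6-mer GGGACC is not among the motifs the paper discusses and was in 7.05% of the common sites against 1.90% of the background (odds ratio 3.93), rank 9 of 2080. It can form part of the class II TCP site GTGGNCCC.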

How the results depend on the processing

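The comparison with random lists matched on the distance to the next gene upstream and the promoter shares of peaks near start sites alone were chosen only after the results were seen. Of the main results under settings chosen beforehand, 118 stayed on the same side of their threshold, within their counting interval or, for counts, within 1.5 times. Among them were every motif comparison, the TT1 gene lists and the median distances. Another 31 moved and 1 was reversed. The 118 include the setting with all deposited peaks, which is the main analysis itself. They also include a threshold of 10, which left 12902 of 12908 TT1 peaks. Where a value moved, the cause was not tested, except that fewer peaks or a stricter overlap give fewer overlaps by construction. With promoters of −1000 to +100 bp the promoter shares were 57.5% (TT1), 56.3% (NTT replicate 1) and 62.4% (NTT replicate 2), and with −1500 to +150 bp 69.6, 69.3 and 73.7%. Among only the peaks from −1500 to +150 bp of a start site the shares were 70.1, 66.6 and 68.2%, with fewer peaks counted. At a −log10 q of at least 20, NTT replicate 2 kept 4349 peaks and 3363 target genes, 33.3% of TT1 targets were NTT targets and 83.3% of NTT targets were TT1 targets. At that threshold 28.3% of TT1 peaks were overlapped by NTT, 92.4% of NTT replicate 2 peaks were overlapped by replicate 1, and 1 gene list passed for both NTT libraries. With NTT binding in either library the shares were 82.1% of TT1 targets, 65.0% of NTT targets and 76.8% of TT1 peaks. With the window of −1500 to +150 bp 42.25% of TT1 targets were NTT targets. With equal numbers of top peaks the values were 49.7% of TT1 targets, 71.65% of NTT targets, 44.9% of TT1 peaks and 65.0% of NTT replicate 2 peaks. An overlap of 50% of each peak gave 21.5% of TT1 peaks and 67.5% of NTT replicate 2 peaks, and summits within 100 bp gave 30.9 and 77.4%. Without NTT replicate 1 or replicate 2 the share of TT1 targets ranged from 49.0 to 79.6%, that of NTT targets from 66.9 to 74.9% and that of TT1 peaks from 41.5 to 74.3%. The reversed value was the TT1 difference between up- and down-regulated genes in peaks per gene (0.0891), which is a count and not a strength. By −log10 q of the strongest peak the difference kept the direction of the fold enrichment (−4.97, two-sided permutation test, p = 0.00688). With matched lists 3 gene lists passed for both NTT libraries and 5 for TT1. Of 92 named genes, 18 lost a library at a threshold of 20 and 14 with the narrower window. No paired analysis was possible because TT1 has 1 library and the lists hold no test per pair of ChIP and input. Depth, which is not in the files, limits what the absence of a peak can show.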

Differences from the paper's values

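The shares among only the peaks near start sites were chosen after the results were seen, and no other test in this part was. Values are said to differ where one is more than 1.5 times the other, so that values called not different can still lie far apart. The paper's text words 7349 for TT1 and 8847 for NTT as peaks, while the legend of its Fig. 3d, which it cites there, speaks of target genes. The lists hold 12908 and 16167 peaks. All deposited peaks give the same counts, since none was below the threshold. As peaks, the numbers still differed at a −log10 q of at least 10 (12902 and 16162) or 20 (11637 and 14255). Counted as target genes, the values were 8455 for TT1 and 10055 for NTT replicate 1, which did not differ. With the window of −1500 to +150 bp that the methods give they were 7501 and 8489.

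The paper gives 5914 genes with binding sites of both proteins, against 3926 genes here with NTT bound in both libraries. The values were within 1.5 times with NTT bound in either library (6945), without NTT replicate 1 (4140) or without NTT replicate 2 (6731), of which 4140 lies close to that bound and 6731, with replicate 1 alone, rests on the library in the paper's tables. They differed at a −log10 q of at least 10 (3909) or 20 (2597), with all deposited peaks (3926), with the window to +150 bp (3169) and with equal numbers of top peaks (2641).

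The paper's share of TT1 targets that are NTT targets is 80%, against 46.4% here with NTT bound in both libraries. The parts of the paper's tables used here hold NTT replicate 1 alone, and with that library the share is 79.6%. It did not differ without NTT replicate 2, which is that setting, or with NTT bound in either library (82.1%). It differed without NTT replicate 1 (49.0%), at the thresholds of 10 (46.25%) and 20 (33.3%), with all deposited peaks (46.4%), with the window to +150 bp (42.25%) and with equal numbers of top peaks (49.7%).

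In the paper's Fig. 3b, read by eye, promoters hold about 77% of TT1 peaks and about 70% of NTT peaks, against 48.5 and 45.4% here for TT1 and NTT replicate 1. The values did not differ with promoters of −1000 to +100 bp (57.5 and 56.3%, still well below the paper's) or of −1500 to +150 bp (69.6 and 69.3%), and did at other thresholds, with all deposited peaks and with peak centers. The shares here are over all 12908 and 16167 peaks, while the methods describe an annotation of only the peaks from −1500 to +150 bp of a start site, and which of these the figure counts is not stated. Among only such peaks the promoter shares were 70.1 and 66.6%, which did not differ from the paper's. Exons (19.6 and 24.2%), introns (0.399 and 0.402%) and intergenic sequence of NTT (8.79%) differed, while intergenic sequence of TT1 (9.89%) did not. In the paper's Fig. 3b, read by eye, exons hold about 9% (TT1) and about 15% (NTT), against 24.5 and 30.8%. For TT1 the value did not differ with promoters of −1500 to +150 bp (10.7%) and did with those of −1000 to +100 bp (15.5%). For NTT neither differed (13.3 and 19.9%), while the thresholds, all deposited peaks and peak centers did for both. Introns hold about 1% for TT1 and about 1% for NTT in the paper's Fig. 3b, read by eye, against 2.80 and 2.54%, which differed under every alternative set before the data were examined. Intergenic sequence holds about 13% (TT1) and about 14% (NTT) in the paper's Fig. 3b, read by eye, against 24.2 and 21.3%. These did not differ with promoters of −1500 to +150 bp (17.3 and 15.3%) and did under all others set before the data were examined.

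In the available part of Supplementary Data 1 the columns headed *Dex:TT1-GFP* hold peaks of NTT replicate 1 in all 1997 genes, and those headed *Dex:NTT-GFP* hold TT1 peaks in all 1997. The methods give a target window ending at +150 bp, while the TT1 sheet of Supplementary Data 3 reaches +991 bp, with 264 of its 1909 peaks beyond +150 bp.

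The paper words its 37% of up-regulated TT1 targets with a W-box and its 27% of down-regulated ones with a GAGA repeat as the larger part of each group. The shares here, 390 of 872 (44.7%) and 193 of 687 (28.1%), were not the larger part either. For the W-box, windows of 250 bp (68.3%), whole peaks (65.5%) and the shorter sequence TTGAC (61.2%) gave the larger part, and for the GAGA repeat the highest share of any alternative was 43.7%. Windows of 50 bp (22.0%) and the longer sequence GTTGACY (13.9%) lowered the W-box share.

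The paper ranks the GAGA repeat, the bZIP motif of ABI5 and the W-box as the first 3 motifs of the common sites, by HOMER. By counts of 6-mers, the first 3 (CACGTG, ACGTGT and ACGTGG) hold ACGTG, the core of the bZIP motif, and GAGAGA came 4th, so that these 2 motifs lead this ranking too in the other order. The W-box sequence TTGACT came 25th. By the odds ratios of the preset motifs the order varied with the window. The GAGA repeat and the ABRE core had 3.15 and 3.10 within 100 bp of the summits, 4.17 and 3.06 within 50 bp, and 2.28 and 2.68 over whole peaks. The paper names *PTL* as an example from its TT1-specific list and *ARGOS* and *PIN7* from its NTT-specific list. Whether expression alone sets these lists apart was not tested for *PTL* and *ARGOS*. *PIN7* was a TT1 target here and is not in the TT1 sheet of changed genes, so that for it a lack of TT1 binding is not what sets the lists apart. In the peak lists, *PTL* also had an NTT replicate 1 peak at the same place (fold enrichment 5.10) and none in replicate 2, while *ARGOS* (6.76) and *PIN7* (3.22) also had TT1 peaks.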

Other observations

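The tests of the class II TCP site and the G-box, the test on the distance to the start site at up- and down-regulated genes and the removal of genes that entered the transcribed lists by their names were chosen only after the results were seen, while the tests on overlap, flanks and GC content were written before.

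Other gene groups were bound less clearly. Of 14 gibberellin genes TT1 bound 6, NTT replicate 1 bound 8 and both NTT libraries bound 4, which did not pass the test (adjusted p = 0.337 for TT1, Fisher's exact test, two-sided). *GID1B* was among the strongest targets of all, and *GAI*, a DELLA repressor gene, had fold enrichments of 6.13 in TT1, 9.98 in NTT replicate 1 and 4.45 in NTT replicate 2. TT1 bound 1 of 14 auxin transport genes, *PIN7*, NTT replicate 1 bound 4 and both NTT libraries 3 (Fisher's exact test, adjusted p = 0.237 for TT1). Floral organ identity genes were bound in 7 of 14 cases by TT1, among them *AP2* (3.54), *SHP1* (3.93) and *AP1* (3.04), in 4 by NTT replicate 1 and in 3 by both NTT libraries (Fisher's exact test, adjusted p = 0.153 for TT1 and 0.59 for both NTT libraries). Of 15 genes of the proanthocyanidin and flavonoid pathway, in which TT1 itself acts in the seed coat, TT1 bound 2, NTT replicate 1 bound 2 and both NTT libraries 1. *TT3*, the gene of dihydroflavonol reductase, had 4.60 in TT1, 7.16 in NTT replicate 1 and 3.13 in NTT replicate 2, and the paper's log2 fold change in *Dex:TT1* was 2.99.

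Of 7 *BPC* genes, whose proteins bind GAGA repeats, TT1 bound 3, NTT replicate 1 bound 4 and both NTT libraries 2. *BPC1* had 3.96, 7.79 and 5.36 in TT1 and the 2 NTT libraries, and *BPC2* had 4.74, 9.92 and 3.19. TT1 bound 0 of 9 Polycomb group genes (Fisher's exact test, adjusted p = 0.237) and NTT replicate 1 bound 1, and both bound 0 of 6 *WIP* genes. These lists are small, and the counts do not show that binding is absent.

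The overlap of TT1 and NTT peaks was tested against a shared preference for start sites. Peaks of both NTT libraries overlapped 39.0% of TT1 peaks, above all placements that kept the distance to the start site (highest 8.54%). It was also tested against a signal at strongly transcribed genes. Photosynthesis and ribosomal protein genes were targets in all 3 libraries with a pooled odds ratio of 1.24 (0.714 to 2.15), with 11 of 49 photosynthesis genes (1.99, Fisher's exact test, adjusted p = 0.155) and 4 of 49 ribosomal protein genes (0.609, adjusted p = 0.517). Without the 8 genes that entered by name the pooled value was 1.05 (0.574 to 1.94). The intervals leave this explanation open.

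The W-box at up-regulated and the GAGA repeat at down-regulated TT1 targets were weighed against composition. For the GAGA repeat, windows 500 bp from the summits had an odds ratio of 0.864 (0.657 to 1.14), which argues against a composition that extends that far. They cannot decide on composition around the start site, where the repeat was most frequent. In the strongest peak of each gene it was in 27.4% of up- and 41.5% of down-regulated genes at −14 to 82 bp. At −635 to −200 bp it was in 4.85 and 5.66%. For the W-box the same windows gave 1.57 (1.27 to 1.92), and composition of the whole promoter cannot be told apart from binding there, since this interval meets that of the summits. Over 3 strata of GC content the pooled odds ratios were 1.99 (1.61 to 2.46) for the W-box and 0.527 (0.410 to 0.677) for the GAGA repeat, which argues against GC content as the whole cause. Position as the whole cause is argued against by the strongest peak of each gene, over 5 strata of the distance to the start site. The pooled W-box odds ratio was 1.79 (1.44 to 2.23), against 1.81 without strata. For the GAGA repeat it was 0.549 (0.415 to 0.725), against 0.432, so that position can be part of the cause there. The W-box difference was not clear further upstream, at −1627 to −636 bp (interval 0.814 to 2.24) and −635 to −200 bp (0.754 to 2.03). It was clear at −198 to −14 bp (odds ratio 2.48), −14 to 82 bp (1.84) and 82 to 1233 bp (2.35). The GAGA difference was clear only at −14 to 82 bp (0.533) and 82 to 1233 bp (0.482). A link between the motif at the bound site and the direction of expression may exist for the GAGA repeat as a hypothesis, and regulation by other proteins at these sites was not tested.

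The sequence GTGGNCCC, which class II TCP proteins bind, was in 1.85% of common sites against 0.286% of the background (odds ratio 6.56, 4.82 to 8.94). It was also in excess at TT1 peaks with no NTT overlap (4.52) and at NTT replicate 1 peaks with no TT1 overlap (1.99). The G-box had odds ratios of 3.69 and 1.86 at the same peaks. In the 1250 peaks of both NTT libraries with no TT1 overlap the odds ratios were 3.92 for the TCP site, 3.33 for the G-box and 2.20 for the ABRE core. In the 553 peaks of NTT replicate 2 alone, the G-box was in 27.1% (odds ratio 11.7) and the TCP site in 4.34% (11.4). Between TT1 peaks with no NTT overlap and these 1250 peaks, the excess of the ABRE core (0.924 points, p = 0.555), the G-box (0.394 points, p = 0.684) and the TCP site (0.256 points, p = 0.53) did not differ past the permutation test. All 5854 NTT replicate 1 peaks with no TT1 overlap were not part of that test, and their odds ratio for the ABRE core was 1.77 (1.65 to 1.91), against 2.33 (2.12 to 2.56) for TT1.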
